# Distinct Signature of Altered Homeostasis in Aging Rod Photoreceptors: Implications for Retinal Diseases

**DOI:** 10.1371/journal.pone.0013885

**Published:** 2010-11-08

**Authors:** Sunil K. Parapuram, Radu I. Cojocaru, Jessica R. Chang, Ritu Khanna, Matthew Brooks, Mohammad Othman, Sepideh Zareparsi, Naheed W. Khan, Norimoto Gotoh, Tiziana Cogliati, Anand Swaroop

## Abstract

**Background:**

Advanced age contributes to clinical manifestations of many retinopathies and represents a major risk factor for age-related macular degeneration, a leading cause of visual impairment and blindness in the elderly. Rod photoreceptors are especially vulnerable to genetic defects and changes in microenvironment, and are among the first neurons to die in normal aging and in many retinal degenerative diseases. The molecular mechanisms underlying rod photoreceptor vulnerability and potential biomarkers of the aging process in this highly specialized cell type are unknown.

**Methodology/Principal Findings:**

To discover aging-associated adaptations that may influence rod function, we have generated gene expression profiles of purified rod photoreceptors from mouse retina at young adult to early stages of aging (1.5, 5, and 12 month old mice). We identified 375 genes that showed differential expression in rods from 5 and 12 month old mouse retina compared to that of 1.5 month old retina. Quantitative RT-PCR experiments validated expression change for a majority of the 25 genes that were examined. Macroanalysis of differentially expressed genes using gene class testing and protein interaction networks revealed overrepresentation of cellular pathways that are potentially photoreceptor-specific (angiogenesis and lipid/retinoid metabolism), in addition to age-related pathways previously described in several tissue types (oxidative phosphorylation, stress and immune response).

**Conclusions/Significance:**

Our study suggests a progressive shift in cellular homeostasis that may underlie aging-associated functional decline in rod photoreceptors and contribute to a more permissive state for pathological processes involved in retinal diseases.

## Introduction

Aging is a complex biological process influenced by stochastic occurrence of molecular damage over time, but despite inherent randomness, the hallmarks of aging appear to be specific and uniform between individuals and even among species [1]. Genetic and expression profiling studies have led to the identification of conserved pathways that influence longevity, aging-associated phenotypes, and disease processes [2], [3]. Pioneering studies in aging have converged upon oxidative phosphorylation [4], [5], [6], insulin/insulin-like growth factor 1 signaling [7], [8], and caloric restriction signaling [9], [10], [11] as key cellular pathways, establishing a molecular basis for the fundamental connection between metabolism and longevity. A highly-conserved age-related change in neurons and other post-mitotic cells is decrease in expression of genes associated with oxidative phosphorylation, corresponding to a decline in mitochondrial function and an increase in reactive oxygen species (ROS) [1], [4]. Increased ROS and/or environmental insults can cause cellular damage, which triggers stress response pathways. Stress response constitutes another broad category of conserved age-related pathways that encompass a variety of biological processes, from immune regulation to epigenetic modification [12], [13], [14].

Despite a broad consensus, many changes in gene expression appear to be tissue- or even cell-type specific [1], [15], [16], [17], reflecting adaptive shifts in cellular homeostasis. For example, different tissues employ distinct mechanisms to respond to stress. Neurons may silence damaged DNA regions, while proliferating cells engage tumor suppressor genes [14], [18]. Response to exogenous antioxidants [19] and caloric restriction [20] also exhibits tissue-specificity. Hence, investigations of tissue- and cell-type specific age-related changes are critical to elucidate mechanisms of underlying pathophysiology and design treatments for tissue-specific aging-associated diseases.

Age is a major risk factor for age-related macular degeneration (AMD), a leading cause of untreatable vision loss in the elderly [21], [22], [23]. Advanced age also exacerbates the clinical outcome of genetic defects in other retinopathies [24], yet the contribution of aging to retinal disease(s) remains largely unspecified. A few studies have examined age-related gene expression changes in the retina of humans and mice and suggested aging-associated alterations in genes involved in energy metabolism, stress response [25], lipid metabolism [26], and transcriptional regulation [27]. However, these reports have limitations with respect to time points, number of genes, and heterogeneity of samples studied. Additionally, averaging gene expression changes of the entire retina may obscure subtle yet important age-related alterations in individual cell-types.

Rod photoreceptors represent the predominant retinal cell type in most mammals and are uniquely vulnerable to the effects of age. In the human retina, about 30% of central rods are lost by the ninth decade, whereas cone density remains essentially unchanged [28], [29]. There is a corresponding decline in rod-mediated visual function with increasing age [30]. A similar pattern of rod vulnerability to age-related functional decline is observed in mice [31]. More significantly, in retinitis pigmentosa and AMD, the loss of rods precedes cone loss [32], [33], [34]. Notably, rods also produce trophic factors for cone survival [35], [36]. Therefore, characterizing the adaptive response of rod photoreceptors to increasing age should be valuable for delineating the biology of retinal aging.

We had previously developed mice that express enhanced Green Fluorescent Protein (eGFP) under the control of the Neural Retina Leucine zipper promoter (Nrlp), which restricts eGFP expression in the retina to developing and mature rod photoreceptors [37]. In this study, we have taken advantage of the Nrlp-eGFP mice to identify candidate genes and pathways underlying rod photoreceptor vulnerability to aging. We hypothesized that relevant adaptive changes in gene expression may occur well before pathological manifestations of aging, such as the reduction in the outer nuclear layer (ONL) thickness and/or alterations in electroretinogram (ERG) recording [38], become apparent. We have compared gene expression in purified populations of mouse rod photoreceptors using the age of reproductive maturity (1.5 months) as a baseline. To capture early age-related changes, we chose adult time points of 5 months and 12 months, representing early aged states with little measurable functional decline in the mouse retina, and that correspond to the late twenties and early forties, respectively, in humans (http://research.jax.org/faculty/harrison/ger1vLifespan1.html and [39]). Our results show that changes in metabolic and signaling pathways, including the consensus pathways implicated in aging, are evident as early as 5 months of age. Our study discusses a new perspective on the potential interplay between normal aging and age-related retinal diseases.

## Results

### Nrlp-eGFP mice show normal changes in retinal histology and function with age

We first evaluated whether eGFP expression in rod photoreceptors had any effect on the physiology or cellular morphology by comparing Nrlp-eGFP mice to wild-type (C57Bl/6) mice at different ages. Nrlp-eGFP mice developed normally and showed no histological signs of retinal degeneration by 12 months of age (Figure 1A). ONL thickness was comparable in Nrlp-eGFP and C57Bl/6 mice and remained unchanged by 12 months of age in both strains (Figure 1B). Dark-adapted ERG was characterized by rod-mediated scotopic maximum amplitude (V_max_), sensitivity *k*, and a- (Va_max_) and b-wave (Vb_max_) amplitudes at maximum flash intensity of 1.09 log cd-s/m^2^. ERGs of Nrlp-eGFP mice showed a mild decline with age in rod function similar to that of age-matched C57Bl/6 controls (Figure 1C). There was no appreciable difference between young and old mice in dark-adapted, rod-mediated a- and b-wave thresholds at 25 µV; however, the amplitude of the response diverged and became more pronounced as the flash intensity increased. At maximum flash intensity, the dark-adapted a-wave, Va_max_, which reflects rod photoreceptor response to light, was significantly reduced in Nrlp-eGFP and C57Bl/6 mice at 12 months compared to 4 month old mice (p<0.02 and p<0.04, respectively). The dark-adapted b-wave, Vb_max_, which reflects signaling downstream of the photoreceptors, declined with age in Nrlp-eGFP and C57Bl/6 mice (p<0.03 and p<0.001, respectively). Rod-mediated scotopic amplitude V_max_, also declined with age but was not significantly different in Nrlp-eGFP as it was the case for C57Bl/6 mice (p<0.01). There was no change in sensitivity *k* with increased age in either group. For all ERG parameters, age-dependent changes in Nrlp-eGFP mice mirrored those observed in C57Bl/6 mice. Expression of eGFP in rod photoreceptors, therefore, does not appear to cause any significant difference compared to C57Bl/6 mice in retinal histology or function up to 12 months of age, though a slight decline in rod function by 12 months of age is detected in both strains.

**Figure 1:**
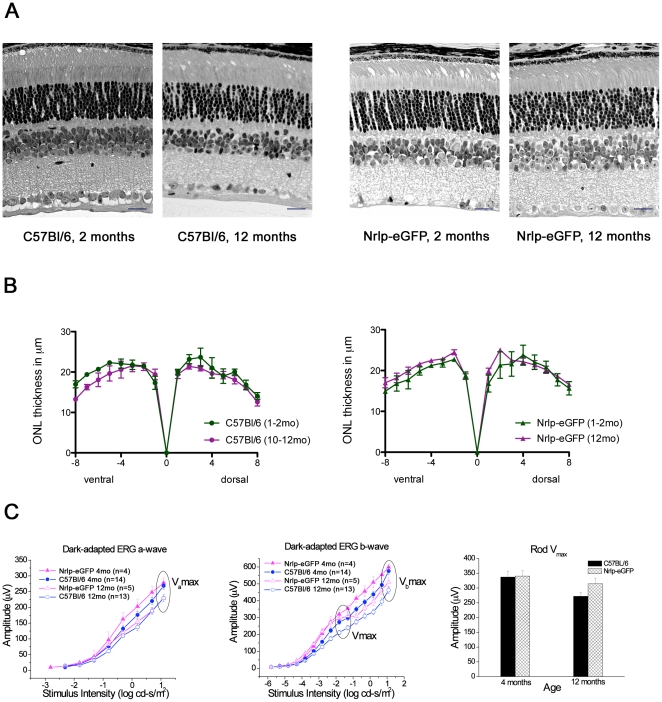
Comparison of young and old C57Bl/6 and Nrlp-eGFP retinas. (A) Representative 10 µm plastic sections of central retina from 2 and 12 month old C57Bl/6 and Nrlp-eGFP mice show a 10–12 nuclei thick outer nuclear layer (ONL) and no obvious changes in morphology of inner or outer segments. Scale bar, 20 µm for all microphotographs. (B) ONL thickness measured in a representative section taken at the optic nerve head was also unchanged in both mouse strains at the two ages (n = 3 for each). (C) Dark-adapted ERG a- and b-wave and rod V_max_ for Nrlp-eGFP and C57Bl/6 mice at 4 and 12 months of age.

### Microarray analysis identifies a signature gene expression profile of aging rod photoreceptors

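Rod photoreceptors, which carry eGFP under the Nrl promoter in these mice, were profiled on 12 Affymetrix mouse GeneChips, 4 at each of 1.5, 5 and 12 months of age. The replicates were C21, B21, D21 and E21 at 1.5 months, A29, B29, C29 and A30 at 5 months, and AR16, B16, D18 and A19 at 12 months. The authors amplified the RNA of the sorted cells, hybridized 1 sample per array and made log2 values with the Robust Multichip Average method, which includes background correction and quantile normalization. In the deposited values each probe set is further centred on its median over the 12 arrays, so they give differences between arrays and no expression levels. The median of an array's values lay between -0.0114 and 0.00912, and the number of arrays, 4 per age, limits the precision. Of the 45101 probe sets, 64 controls were left out and 45037 were tested with limma across the 3 ages, with adjustment by the Benjamini-Hochberg method. The platform annotation gives 1 gene for 34945 of them, several genes for 932 and lists no gene for 9160, and the last are not named. Xist, the RNA that silences an X chromosome in female cells, was at -7.92 on the 5-month array A30 and at -8.10 to -7.69 on the 12-month arrays, against a lowest value near 0 and a highest of 0.72 on the other arrays. The Y-linked gene Eif2s3y was high on the same 5 arrays, at 7.77 to 8.10, and at or below 0.12 on the others. The median of 13 markers of cone photoreceptors, the other photoreceptor class of the retina, was 1.92 on A30, 0.51 to 1.86 at 12 months, and below 0 on the other arrays. The median of 30 genes of the rod outer segment and phototransduction lay between -0.11 and 0.06 on every array.

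**Figure D1:**
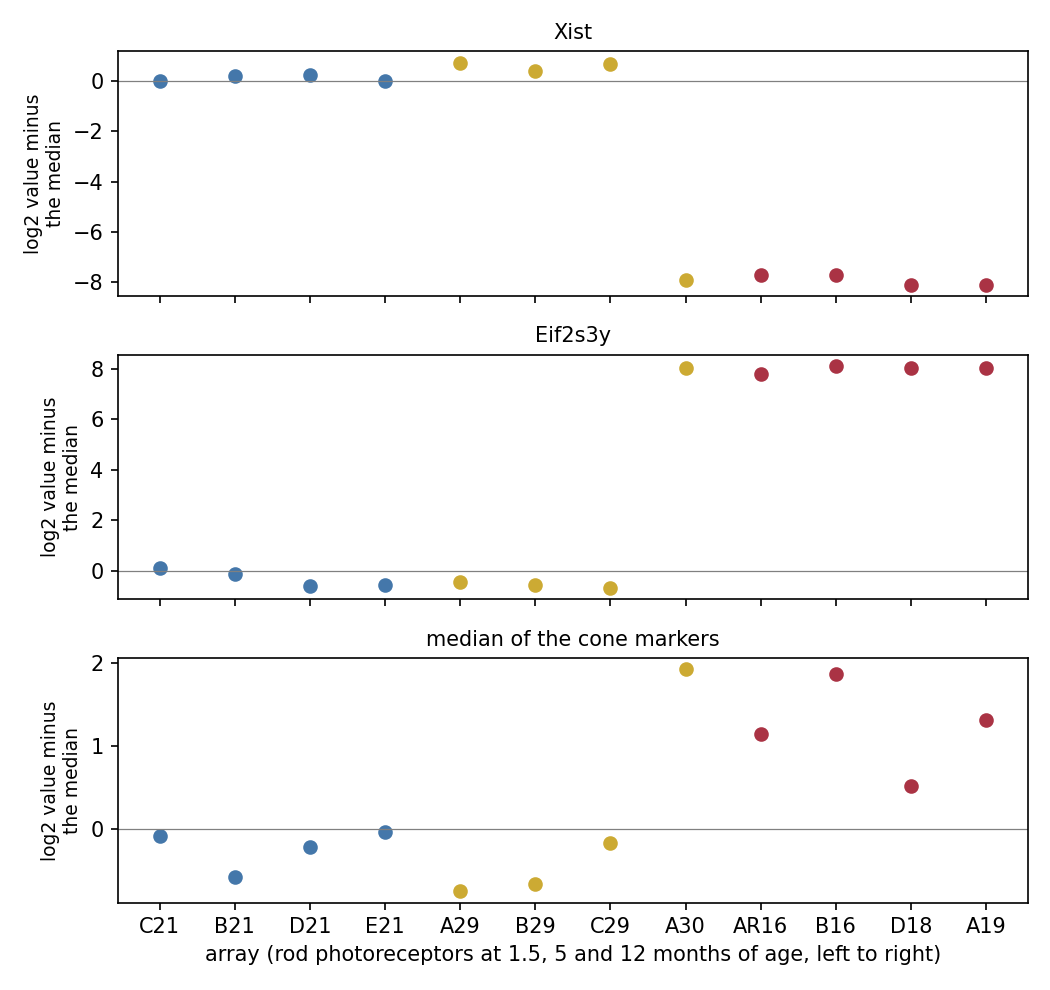
Log2 values of Xist, of Eif2s3y and of the median cone marker on each of the 12 arrays, each relative to its median over the arrays (y axis), with 1 point per array (x axis) coloured by age. A30 stands with the 12-month arrays in all 3 panels, at -7.92, 8.03 and 1.92.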

To evaluate global gene expression changes, we purified rods from Nrlp-eGFP mice at 1.5, 5, and 12 months of age using flow cytometry, as described previously [37]. As the connecting cilium is fragile, rod outer segments are rarely retained after tissue dissociation, even prior to sorting. However, eGFP is maintained in the cell body of dissociated rods, and the fluorescence allows selective sorting of eGFP-positive cells. After sorting, 98% of the cells are alive and, upon re-sorting, 100% of these are eGFP-positive (data not shown). No significant difference was detected in the average number of purified cells obtained from a single animal between 1.5 and 12 months (1.04×10^6^ and 9.54×10^5^, respectively; n = 4, p = 0.846 by Student's two-tailed t test). 

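Irs1, which relays signals from the insulin receptor, rose at each step. Its log2 fold change was 1.35 (standard error 0.17, adjusted p = 0.00618) from 1.5 to 5 months and 1.11 (standard error 0.17, adjusted p = 0.0338) from 5 to 12 months. The second step did not pass when D21, E21, A29, B29, C29, AR16 or B16 was left out (adjusted p = 0.0501 to 0.110). Nor did it pass with the sample code block, the Y-linked signal or the cone score as a covariate, or the methods' test for that step alone. Irs1 passed the methods' F test over the 3 ages (adjusted p = 0.00517). The paper names no test of a single step, and the use of its plain test for 1 step was added here. Ly75, an endocytic receptor of the mannose receptor family, rose by 2.27 (standard error 0.33, adjusted p = 0.00952) at 5 months and by 3.34 (standard error 0.33, adjusted p = 0.000626) at 12 months, both against 1.5 months. Glb1l3, which encodes a relative of beta-galactosidase, rose by 2.02 (adjusted p = 0.00478) and 2.69 (adjusted p = 0.000407) at these ages. Uqcr10, a small subunit of complex III of the respiratory chain, fell, with a log2 fold change of -2.71 (standard error 0.27, adjusted p = 0.00186) at 5 months and -2.42 (standard error 0.27, adjusted p = 0.00134) at 12 months for its most changed probe set. Plekhg1, a protein with a pleckstrin homology domain, fell by a like amount at both ages, with -1.58 (adjusted p = 0.00365) and -1.52 (adjusted p = 0.00193). In each of these comparisons all 4 arrays of one age lay beyond all 4 of the other. Irs1, Ly75 and Glb1l3 at 5 months did not pass with the sample code block. Glb1l3, Plekhg1 and the given probe set of Uqcr10 at 12 months did not pass with the Y-linked signal as a covariate. Across the array, 1363 probe sets passed limma's moderated F test over the 3 ages at an adjusted p under 0.05, and 1051 of them also changed at least 1.5-fold between some pair of ages. From 1.5 to 5 months 264 probe sets were higher and 183 lower at an adjusted p under 0.05 and 1.5-fold, from 1.5 to 12 months 454 and 440, and from 5 to 12 months 31 and 63. All 12-month arrays and the 5-month array A30 carried the Y-linked signal, and without A30 the 3 pairs of counts were 171 and 118, 472 and 433, and 62 and 79. With each array left out in turn the 3 pairs lay between 73 and 296 higher and 28 and 234 lower, 275 and 498 higher and 191 and 539 lower, and 0 and 84 higher and 0 and 160 lower, with the fewest from 1.5 to 5 months without E21 or A29 and none from 5 to 12 months without A29 or B29. With the Y-linked signal as a covariate, which A30 alone tells apart from age, 13 probe sets were higher and 14 lower at 12 than at 1.5 months. The count of 1051 became 479 with the plain F test of the methods, 65 with the number in the sample codes as a random block, and 409 to 693 when C21, B21, E21, A29, B29, C29, AR16 or B16 was left out.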

Gene expression was compared among the three selected time points by one-way ANOVA that yielded 413 probe sets (corresponding to 375 transcribed sequences) showing >1.5-fold change at p<0.05 between at least two of the three time points (Figure 2A, B and Table S1). 

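Col25a1, a membrane collagen found in amyloid plaques, had the same sign at both steps, with a log2 fold change of 2.32 (adjusted p = 0.0386) from 1.5 to 5 months and 0.88 (adjusted p = 0.397) from 5 to 12 months, and the first did not pass when C21, B21, D21, E21, A29, B29 or B16 was left out (adjusted p = 0.0514 to 0.115). The 5-month array C29 was at 2.17 and the others at 5 months between -0.55 and 0.06, and the second step of Col25a1 was 1.47 (adjusted p = 0.0956) without C29 and 0.56 (adjusted p = 0.635) without A30. Ccdc141, a coiled-coil protein, had a negative change at both steps, with -1.10 (adjusted p = 0.0256) for the first step and -0.76 (adjusted p = 0.107) for the second, and the first did not pass when C21, B21, E21, A29, B29 or C29 was left out (adjusted p = 0.0504 to 0.0850). Camk2n1, an inhibitor of the kinase CaMKII, fell by 2.04 on the log2 scale at 5 months (adjusted p = 0.00921) and had the opposite sign from 5 to 12 months, with 1.48 (adjusted p = 0.0645). Sync, which encodes the intermediate filament protein syncoilin, fell by 1.57 at 5 months (adjusted p = 0.00435) and rose by 1.16 (adjusted p = 0.0359) from 5 to 12 months. That rise did not pass when any array but B21, D18 or A19 was left out (adjusted p = 0.0500 to 0.124). Nor did it pass with the sample code block, the Y-linked signal or the cone score as a covariate, or the methods' test for that step alone. Sync passed the methods' F test over the 3 ages (adjusted p = 0.0208). None of Col25a1, Ccdc141, Camk2n1 and Sync passed with the sample code block. At 5 months the means over all probe sets of Col25a1, Ccdc141, Camk2n1 and Sync were smaller, at 1.28, -0.52, -1.05 and -0.60. Col25a1 at 5 months did not pass with the methods' test for that step alone. It passed the methods' F test over the 3 ages (adjusted p = 0.0444). Of the 1051 probe sets past the F test and 1.5-fold, 573 (54.5%) had the same sign in both steps, whatever the size of the second step, and over all alternatives the share lay between 40.2% with another quantile normalization and 70.8% with the sample code block. Among the 413 probe sets of Table S1 it was 239 (57.9%). Both steps share the 5-month arrays, and 20 simulated data sets with no effect of age gave 33.3% on average among the probe sets that changed at least 1.5-fold. With 2 of the 5-month arrays used for the first step and the other 2 for the second, the share lay between 51.7% and 54.2% over the 6 ways to do so, against 35.9% in the simulated data. A probe set that changes at 1 step only takes either sign at the other step by chance, so these shares do not show by themselves that a change goes on. Of the probe sets called against 1.5 months, 138 were higher and 57 lower at both 5 and 12 months, where independent lists of those lengths would share 2.66 and 1.79. With 2 of the 1.5-month arrays for each age, 15 to 34 were higher and 3 to 9 lower at both ages, where independent lists would share at most 0.344 and 0.132.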

Eight basic patterns of expression are depicted in Figure 2C–J. A majority of the probe sets (58%) showed an altered expression at 5 months of age relative to 1.5 months, with continued change in the same direction at 12 months.

**Figure 2:**
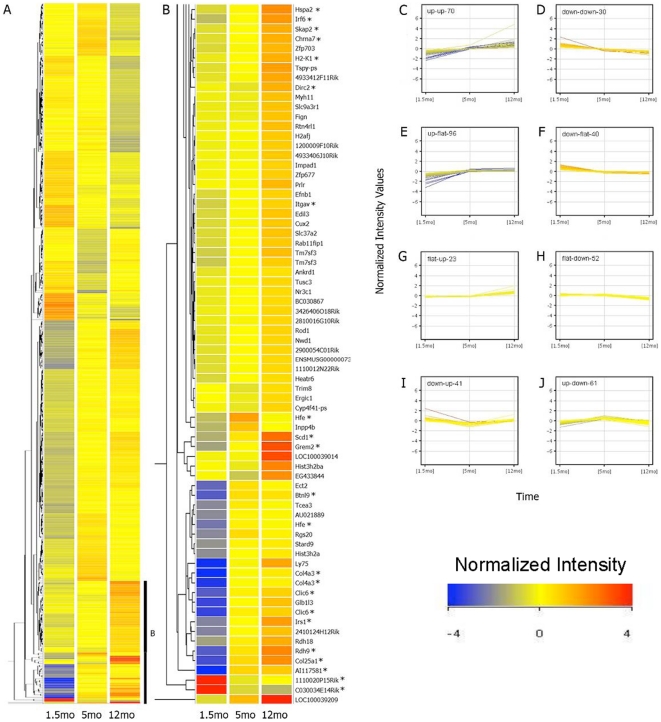
Hierarchical clustering and profile plot view. Four biological replicates were used for microarray hybridization on GeneChip Mouse Genome 430 2.0 Arrays. (A) Hierarchical clustering dendrogram of 413 probes that have a False Discovery Rate (FDR) p≤0.05 and a minimum fold change 1.5 between at least two of the three time points (1.5, 5, and 12 months). Bright blue indicates lowest signal with increasing values indicated by yellow shading to bright red, representing peak signal. (B) Magnified view of genes with high fold-change that exhibit increasing expression with age. * indicates evaluated by qPCR. (C–J) Profile plot view corresponding to the 413 entities. Normalized expression values are shown on the *y* axis and the three time points are shown on the *x* axis. The number of genes in each cluster is indicated in the top left corner of each graph. mo, month old.

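Col4a3, a chain of the collagen IV of basement membranes, rose early and stayed high. Its log2 fold change was 2.44 (standard error 0.21, adjusted p = 0.000696) at 5 months and 2.70 (standard error 0.21, adjusted p = 0.000162) at 12 months against 1.5 months for 1 probe set, and 2.17 and 2.34 for another. Btnl9, a butyrophilin-like membrane protein, rose by 3.64 (standard error 0.56, adjusted p = 0.0123) at 5 months and 3.78 (standard error 0.56, adjusted p = 0.00627) at 12 months for the probe set listed as AI117581, and its other probe set had 2.12 and 2.06. The 5-month change did not pass without E21 (adjusted p = 0.0511) for the first and when C21, E21, B29 or C29 was left out (adjusted p = 0.0513 to 0.0701) for the second. Clic6, a member of the chloride intracellular channel family, rose by 2.18 (adjusted p = 0.00435) and 2.54 (adjusted p = 0.000895). Rdh9, a retinol dehydrogenase, stood at -1.76 ± 0.66 (SD, n = 4) at 1.5 months, 0.30 ± 0.68 at 5 months and 1.35 ± 0.27 at 12 months, in log2 units from the median array. Between 5 and 12 months the changes of Col4a3, Btnl9 and Clic6 were 0.26, 0.14 and 0.36, and none of the 3 passed limma's test. Btnl9 and Clic6 at 5 months, and Btnl9 at 12 months did not pass with the sample code block. Btnl9 and Clic6 at 12 months did not pass with the Y-linked signal as a covariate. Btnl9 at 12 months did not pass with the cone score as a covariate.

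**Figure D2:**
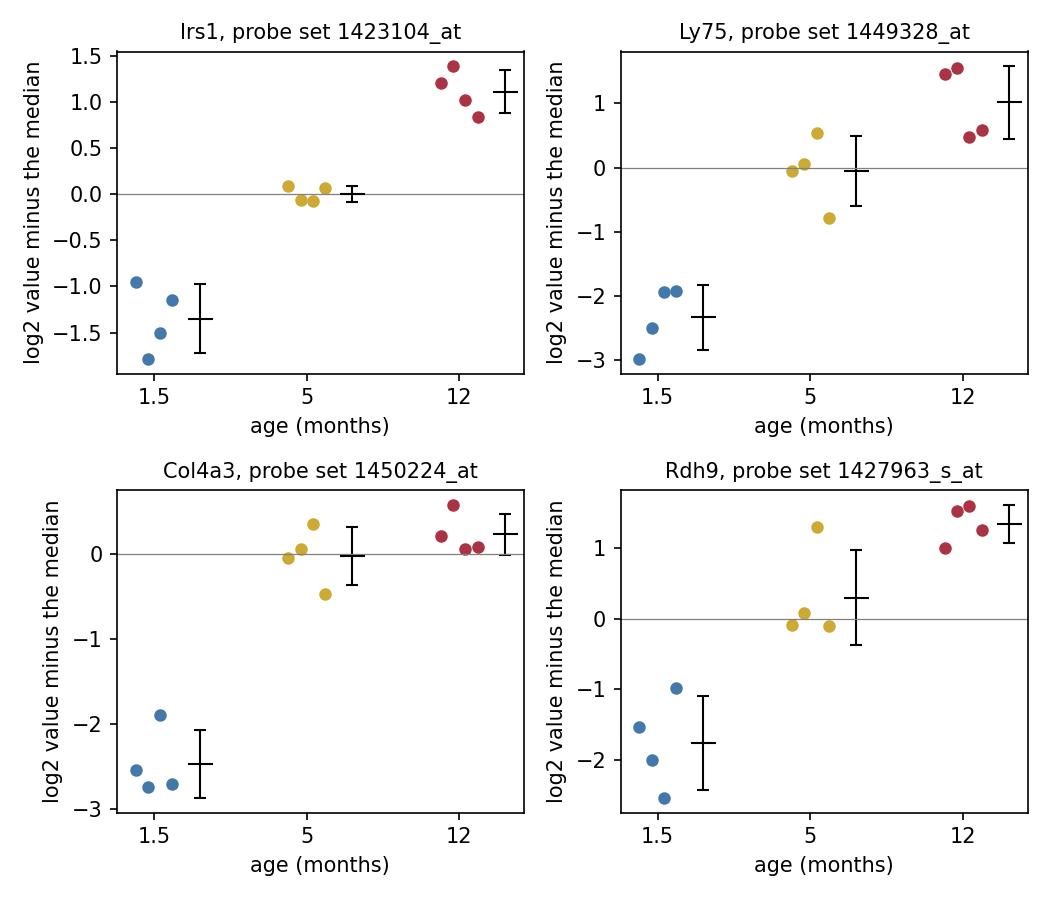
Log2 values relative to the median array (y axis) of Irs1, Ly75, Col4a3 and Rdh9 in rod photoreceptors at 1.5, 5 and 12 months (x axis, 3 age groups), with 1 point per array, and the mean with its SD in black (n = 4). All 4 arrays at 1.5 months lie below all arrays at 5 and 12 months for each gene; for Col4a3 the mean goes from -2.47 to -0.03 and 0.23.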

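Bst1, an ectoenzyme that makes cyclic ADP-ribose, was among the probe sets that were higher at both steps. Its log2 fold changes were 1.26 and 0.49. Etnk1, which starts phosphatidylethanolamine synthesis, rose by 0.79 (adjusted p = 0.00365) at 5 months and then changed by -0.09. Hspa2, a heat shock protein of the Hsp70 family, changed by 0.48 at 5 months and by 1.68 (adjusted p = 0.00134) at 12 months, both against 1.5 months. Map2, a microtubule-associated protein of neurons, fell by 1.33 on the log2 scale from 5 to 12 months (adjusted p = 0.0357) after a change of 0.39. That fall did not pass when C21, D21, A29, B29, C29, A30, AR16 or B16 was left out (adjusted p = 0.0500 to 0.120). Nor did it pass with the sample code block, the Y-linked signal or the cone score as a covariate, or the methods' test for that step alone. Map2 passed the methods' F test over the 3 ages (adjusted p = 0.0468). Only Hspa2 at 12 months still passed with the sample code block. Hspa2 at 12 months did not pass with the Y-linked signal as a covariate. With a step under 1.2-fold taken as flat, the 1051 probe sets past the F test and 1.5-fold fell into 165 that were higher at both steps, 112 lower at both, 183 higher and then flat, 107 lower and then flat, 64 flat and then higher, 139 flat and then lower, 116 lower and then higher, and 165 higher and then lower. The same rule gave 72, 31, 95, 38, 22, 50, 43 and 62 for the probe sets of Table S1, in that order. Fig. 2 sorts these same probe sets, so a likeness to its counts is not independent evidence for the rule. A step is sorted by its size alone, without a test, and at a flat threshold of 1.1-fold the counts higher and lower at both steps were 251 and 190, against 88 and 61 at 1.3-fold. The paper counts 58% of its probe sets as altered at 5 months with further change in that direction at 12 months, and it states that most of the changes begin in young adults and progress with age.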

### Validation and specificity of age-related gene expression changes in rod photoreceptors

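The genes chosen for quantitative RT-PCR were mostly higher with age on the arrays. Their 34 probe sets in Table S1 cover 24 genes, since AI117581 is Btnl9, and 29 of these probe sets were higher, 3 lower and 2 not past limma's test at 12 months against 1.5 months. At 5 months 18 were higher, 4 lower and 12 not past the test, and 12 were higher without E21 or B29. Skap2, an adaptor protein of immune cell signaling, rose at 12 months by 1.26 (standard error 0.16, adjusted p = 0.00269) and 1.29 (standard error 0.20, adjusted p = 0.00837) for its 2 probe sets, and at 5 months it had 0.37 (adjusted p = 0.293) and 0.75 (adjusted p = 0.0870). Itpr2, a receptor that releases calcium from the endoplasmic reticulum, rose by 0.81 (standard error 0.10, adjusted p = 0.00480) at 5 months and 1.18 (standard error 0.10, adjusted p = 0.000258) at 12 months for 1 of its probe sets. Itpr2 at 5 months, and 1 of the 2 probe sets of Skap2 at 12 months did not pass with the sample code block. Skap2 at 12 months did not pass with the Y-linked signal as a covariate. 1 of the 2 probe sets of Skap2 at 12 months did not pass with the cone score as a covariate. Of these probe sets at 5 months 3 rose and 2 fell with the block and 16 and 4 with the Y-linked covariate, and of the same probe sets at 12 months 22 rose and 3 fell with the block and 5 and 1 with the Y-linked covariate. The genes were picked from these arrays, so this tally is not independent evidence of the direction.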

Twenty-five genes with at least 2-fold change and/or potential biological relevance were selected for validation by quantitative RT-PCR (qRT-PCR) using independent rod photoreceptor RNA samples (n = 4 biological replicates). Seventeen of the 25 genes exhibited changes in the predicted direction at both 5 months and 12 months of age relative to 1.5 months; of these, 16 showed increased expression with age, and one showed reduced expression (compare Figure 3A and B). Of the remainder, four genes demonstrated changes in expression in the predicted direction for either 5 or 12 months relative to 1.5 months, whereas the remaining four did not change in the direction predicted by the microarray analysis (Table S2). The list of validated genes includes those associated with retinoic acid receptor (RAR) signaling - retinol dehydrogenase 9 (*Rdh9*); immune system regulation - histocompatibility 2 K1, K region (*H2-K1*), interferon regulatory factor 6 (*Irf6*), and endoplasmic reticulum aminopeptidase 1 (*Erap1*); lipid and insulin metabolism - stearoyl coenzyme A desaturase (*Scd1*), oxysterol binding protein-like 1A (*Osbpl1a*), and insulin receptor substrate 1 (*Irs1*); and two genes that have not yet been characterized (*Ai117581, Riken C030034E14*).

**Figure 3:**
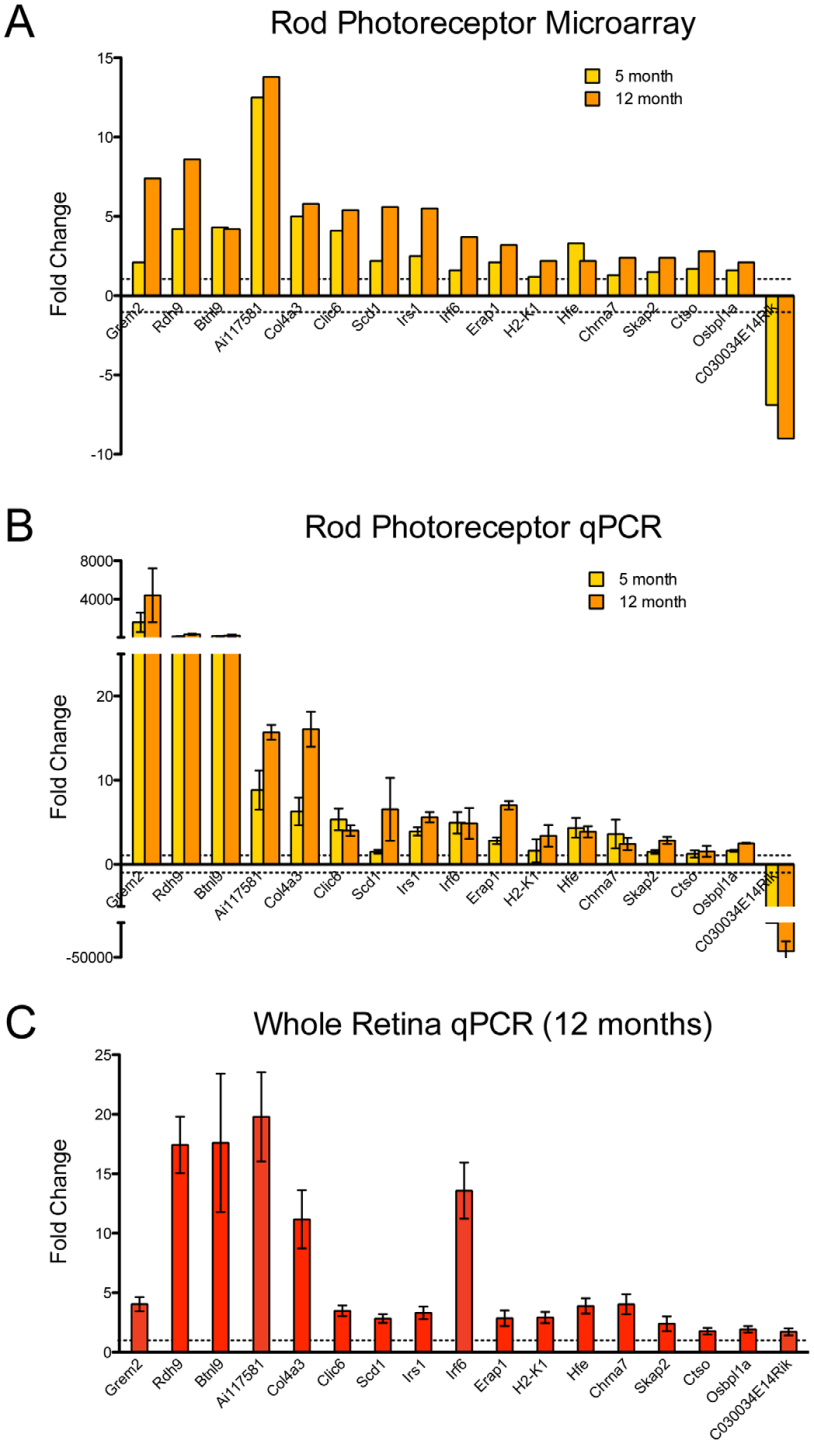
qRT-PCR validation of selected genes using independent biological samples. Predicted fold changes from microarray analysis and relative gene expression fold change from qRT-PCR (y-axis, expression normalized relative to 1.5 month old group, represented by dotted lines at y = 1, −1) for independent biological replicates of rod photoreceptors (n = 4 for each experiment) is shown in (A) and (B), respectively. The same genes were tested on whole retina samples from Nrlp-eGFP mice aged 1.5 and 12 months, n = 4 biological replicates for each time point (C). Error bars indicate ±SEM. *Grem2* expression was detected only beginning at 5 months in photoreceptors.

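Among the genes shown, Chrna7, a nicotinic acetylcholine receptor subunit, had an array log2 fold change of 0.37 (standard error 0.14, adjusted p = 0.205) at 5 months and rose by 1.23 (standard error 0.14, adjusted p = 0.00134) at 12 months. Ctso, the protease cathepsin O, had 0.77 (adjusted p = 0.0773) at 5 months and rose by 1.51 (adjusted p = 0.00332) at 12 months. Itgav, the integrin alpha V chain, had 0.48 (adjusted p = 0.150) and then 1.02 (adjusted p = 0.00749). At 12 months the means over the probe sets of Chrna7 and Itgav gave 0.67 (adjusted p = 0.0275) and 0.59 (adjusted p = 0.0233). Neither mean passed when C21, B21, D21 or E21 was left out. Hfe, a relative of the MHC class I proteins that regulates iron uptake, rose at both ages by 1.63 (adjusted p = 0.000118) and 1.46 (adjusted p = 0.000155) for 1 probe set, while another had 1.77 (adjusted p = 0.0114) at 5 months and 0.66 (adjusted p = 0.200) at 12 months, which was 0.41 (adjusted p = 0.375) without D21. Dirc2, a transmembrane transporter, had -0.14 (adjusted p = 0.787) at 5 months and rose by 1.01 (adjusted p = 0.0151) at 12 months. 1 of the 2 probe sets of Hfe at 5 months, and Itgav and Dirc2 at 12 months did not pass with the sample code block. Only Hfe at 5 months, and Hfe at 12 months still passed with the Y-linked signal as a covariate. Ctso and Dirc2 at 12 months did not pass with the cone score as a covariate. Each value is the difference of the means of 4 arrays per age in limma's fit to all 12 arrays.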

To evaluate whether gene expression changes in our analysis were characteristic of rod photoreceptors, we performed qRT-PCR analysis of the 17 validated genes using total RNA from whole retina from young (1.5 month old) and old (12 month old) Nrlp-eGFP mice (Figure 3C). Whole retina RNA showed significant age-related changes that were consistent in direction compared to isolated photoreceptors for 16 out of 17 genes (Figure 3C). The magnitude of fold change, however, was at least tenfold higher in photoreceptor samples than retina samples for *Grem2*, *Rdh9*, and *Btnl9*. *Irf6* demonstrated a higher magnitude of change (over twofold) in retina samples than photoreceptor samples, but the remaining genes exhibited comparable fold changes with age. Expression of only one gene, C030034E14Rik, changed in an opposite direction with age in whole retinas compared to isolated rod photoreceptors.

### *In silico* analyses converge on pathways and processes associated with photoreceptor aging

Computational approaches were adopted to identify overrepresented biological pathways among our list of 375 age-related differentially expressed genes. Multi-functional proteins were accounted for in each pathway/category to which they belong. First, we used gene ontology (GO) enrichment analysis [40] to assess overrepresentation of specific GO terms. We chose the broadest categories within “Cellular Process” with an enrichment score >3 [40] that contained at least 2 genes from our list. Twenty-one GO terms met these set criteria, with *Eye Morphogenesis*, *Electron transport chain*, *Motor Axon Guidance*, and *Antigen presentation* among the top ten (Table 1). 

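Genes of antigen presentation by MHC class I had a median log2 fold change of 0.20 at 12 months against 1.5 months (adjusted p = 0.000385 from camera with a preset correlation), which did not pass with the correlation estimated for the list (adjusted p = 0.276). Of 20 measured genes of this list, which was set before the data were examined, 3 rose, 0 fell and 17 did not pass the test, and 7 rose when adjusted over the list alone. The 3 were Hfe, Erap1, which trims peptides for MHC class I, and H2-K1, a class I heavy chain, and their means over all probe sets of the gene gave log2 fold changes of 1.06, 1.03 and 0.89. All 3 are in Table S1, which was drawn from these arrays, so this count is not independent evidence. H2-D1, another class I heavy chain, had 0.32 (adjusted p = 0.114). The gene mean of H2-K1 at 12 months did not pass with the sample code block or the cone score as a covariate. At 12 months none of the gene means of Hfe, Erap1 and H2-K1 passed with the Y-linked signal as a covariate. At 5 months 2 of the genes rose, and the median was 0.03 (adjusted p = 0.329 from camera). Of 14 genes of complexes II and IV, 2 fell at 5 months (0 when C21, D21, E21, A29, B29 or A30 was left out) and 12 did not pass the test, 11 fell when adjusted over the list alone, and the median was -0.31 (adjusted p = 4.92e-07 from camera, and adjusted p = 0.335 with an estimated correlation). The 12-month arrays all carried the Y-linked signal, and on A30, the 5-month array that shared it, the median of the antigen presentation list was -0.09, against -0.05, -0.06 and 0.06 on the other 5-month arrays.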

Some of the altered cellular processes might reflect remodeling and adaptation during rod photoreceptor aging.

**Table 1:** Gene ontology (GO) enrichment analysis of aging-associated genes in rod photoreceptors.

*Cellular Process*	*Ratio* 1	*Score* 2
Eye Morphogenesis	0.182	8.30
Nucleosome Assembly	0.059	8.05
Electron Transport Chain	0.067	7.76
Motor Axon Guidance	0.143	6.59
Determination of Bilateral Symmetry	0.086	5.30
Response to nutrient level	0.111	5.09
Regulation of protein localization	0.079	4.79
Sperm motility	0.200	4.55
Antigen presentation via MHCI	0.095	4.30
Regulation of DNA metabolism	0.091	4.09
Cell cycle arrest	0.065	3.73
Transcription	0.026	3.72
Intracellular signaling cascade	0.031	3.62
Phagocytosis	0.080	3.52
Angiogenesis	0.048	3.51
Cell morphogenesis	0.040	3.19
Anatomic structure formation	0.040	3.16
Regulation of transmission for nerve impulse	0.058	3.14
Transmembrane transport	0.045	3.08
Chromosome segregation	0.071	3.07
Regulation of transcription	0.025	3.02

1 Number of genes from our dataset divided by the total number of genes that are present in the given cellular process category.

2 Log transformation of the p-value calculated using a chi-square test comparing the proportion of our gene list in a given GO group to the proportion in the background (i.e., not in the given GO group).

Ingenuity® Pathway Analysis (IPA) sorts genes into canonical pathways based on the scientific literature and indicates which are significantly overrepresented [41]. Eight canonical pathways with p≤0.01 are listed in Table 2. Our microarray data showed reduced expression with age for genes encoding proteins in complex I, III, and V of the oxidative phosphorylation pathway, whereas expression of genes in RAR activation pathway (such as *Rdh9*) mostly increased. Both higher and lower expression changes were detected with age for genes in the tight-junction signaling and Cxcr4 signaling pathways.

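Genes of complexes I, III and V had median log2 fold changes of -0.32, -0.36 and -0.26 at 5 months against 1.5 months, with adjusted p = 3.00e-12, 2.38e-09 and 1.78e-09 from camera with a preset correlation, and none passed with an estimated correlation (adjusted p = 0.335, 0.276 and 0.335). At 5 months 8 of 34 measured genes of complex I, the NADH dehydrogenase, fell, with 4 of 10 of complex III, the cytochrome bc1 complex, and 4 of 16 of complex V, the ATP synthase, and 0 rose. Adjusted over the list alone, 19, 8 and 11 fell. The counts over all genes were 0 for complex I without E21 or A29, 1 for complex III without E21 and 0 for complex V without C21 or E21. At 12 months against 1.5 months the medians were -0.01, -0.06 and -0.04, and 1 gene of complex III, Uqcr10, fell. Ndufa8 and Ndufa1, subunits of complex I, fell by 0.55 (adjusted p = 0.0174) and dropped by 0.76 (adjusted p = 0.0329) on the log2 scale at 5 months, and at 12 months they had 0.01 (adjusted p = 0.962) and 0.09 (adjusted p = 0.811). The fall of Ndufa8 did not pass when C21, E21, A29 or C29 was left out (adjusted p = 0.0506 to 0.0680), nor that of Ndufa1 when C21, D21, E21, A29, B29 or A30 was left out (adjusted p = 0.0621 to 0.108). Atp5d, a subunit of the ATP synthase, had -0.61 (adjusted p = 0.0215) and then -0.30 (adjusted p = 0.152), and the first did not pass when C21, E21, A29, B29 or C29 was left out (adjusted p = 0.0605 to 0.0754). Of the 12 Table S1 probe sets of the 9 genes of Table 2, 10 fell and 1 rose at 5 months (3 fell without E21 or A29). At 12 months 4 fell (3 when any array but C29 or AR16 was left out) and 8 did not pass the test. The 4 belong to Uqcr10, to Atp6v1b2 and to Ppa2, a pyrophosphatase of mitochondria. Of these, Uqcr10 alone fell at 12 months in the lists of complexes I, III and V. Ppa2, with -0.56 (adjusted p = 0.0492), did not pass when any array but C29 was left out (adjusted p = 0.0554 to 0.129). The study chose the 12 probe sets on these arrays, so this is not independent evidence of their direction. Uhrf1bp1, which rose at 5 months by 0.66 (adjusted p = 0.00899), encodes a protein that binds UHRF1 rather than a part of the respiratory chain. Of the complex I genes at 5 months 0 rose and 0 fell with the block and 0 and 4 with the Y-linked covariate, and of those of complex III at 5 months 0 rose and 1 fell with the block and 0 and 3 with the Y-linked covariate. At 12 months 0 of the complex III genes rose and 1 fell with the block, and 0 and 1 with the Y-linked covariate. Of those of complex V at 5 months 0 rose and 0 fell with the block and 0 and 1 with the Y-linked covariate, and of the Table S1 probe sets at 5 months 0 rose and 2 fell with the block and 1 and 8 with the Y-linked covariate. Of the same probe sets at 12 months 0 rose and 2 fell with the block and 0 and 0 with the Y-linked covariate. The median value of the complex I, III and V genes on an array differed by -0.31 between 5 and 1.5 months and by 0.29 between 12 and 5 months (2-sided exact permutation tests, p = 0.0286 for each, 0.0429 adjusted over 6 such tests). The 45 measured genes of cytosolic ribosomal proteins had a median of -0.33 at 5 months, which did not pass with an estimated correlation (adjusted p = 0.340), and -0.04 at 12 months. In the RAR activation pathway 6 of 11 probe sets rose and 2 fell at 12 months, and 5 rose and 3 fell at 5 months (2 rose without E21 or B29, and 1 fell when C21, B21, A29 or B29 was left out), again on genes that the study chose. Of these probe sets at 5 months 0 rose and 0 fell with the block and 5 and 2 with the Y-linked covariate, and of the same probe sets at 12 months 1 rose and 0 fell with the block and 1 and 0 with the Y-linked covariate. Rarb, a retinoic acid receptor, rose by 0.68 (adjusted p = 0.0433) and 0.91 (adjusted p = 0.00909), and Smad5, a transducer of BMP signals, by 0.57 (adjusted p = 0.0392) and 0.58 (adjusted p = 0.0236). The 5-month rise of Rarb did not pass when any array but AR16 or D18 was left out (adjusted p = 0.0502 to 0.135), nor did that of Smad5 when C21, D21, E21, A29, B29, C29 or B16 was left out (adjusted p = 0.0510 to 0.113), and its 12-month rise when C21, D21, E21 or AR16 was left out (adjusted p = 0.0544 to 0.0609). Among the single genes named here, each at the ages given, only Uqcr10 at 12 months still passed with the sample code block. Ndufa1 and Rarb at 5 months, and Rarb and Smad5 at 12 months did not pass with the Y-linked signal as a covariate. Rarb at 5 months, and Rarb and Smad5 at 12 months did not pass with the cone score as a covariate. Ndufa1 and Rarb at 5 months did not pass with the methods' test for that comparison alone. The probe set of Rarb, like all of Table S1, passed the methods' F test over the 3 ages.

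**Figure D3:**
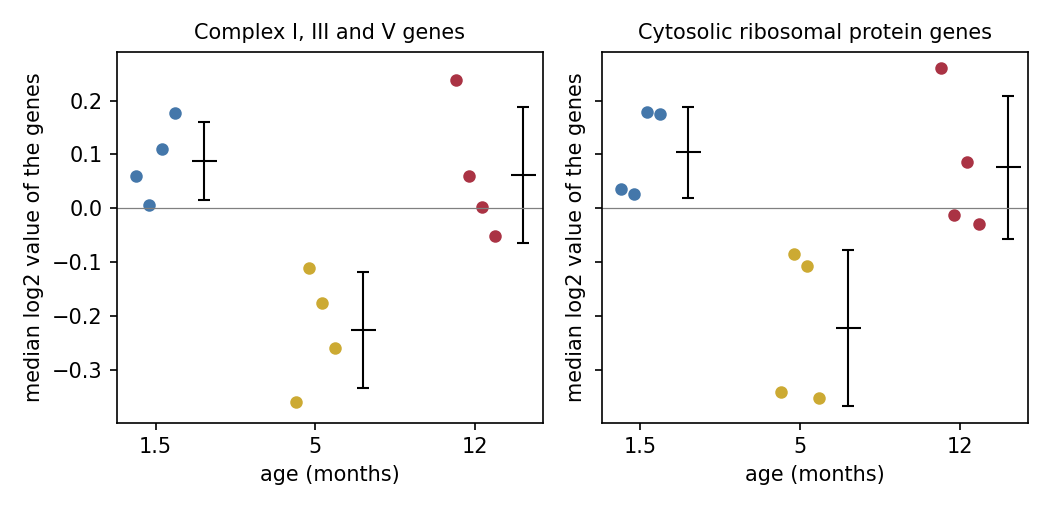
Median log2 value of the genes of complexes I, III and V (left) and of cytosolic ribosomal proteins (right) on each array (y axis) at 1.5, 5 and 12 months of age (x axis, 3 age groups), with 1 point per array, and the mean with its SD in black (n = 4). The complex I, III and V values lie between -0.36 and -0.11 at 5 months, below the 0.01 to 0.18 at 1.5 months and the -0.05 to 0.24 at 12 months.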

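In tight-junction signaling Mylk, the kinase of myosin light chains, fell by 1.06 on the log2 scale at 5 months (adjusted p = 0.0200) and had -1.19 (standard error 0.18, adjusted p = 0.00711) at 12 months, the first of which did not pass when C21, E21, A29, B29 or C29 was left out (adjusted p = 0.0644 to 0.0751), and on A30 it stood far above the other 5-month arrays. Jam2, an adhesion molecule of tight junctions, had 0.01 (adjusted p = 0.986) at 5 months and fell, with -0.68 (adjusted p = 0.0144) at 12 months, while Myh11, a smooth muscle myosin heavy chain, had -0.03 (adjusted p = 0.962) and then rose, with 0.86 (adjusted p = 0.0180). Prkaca, the catalytic subunit of protein kinase A, had -0.55 (adjusted p = 0.0251) at 5 months and 0.58 (adjusted p = 0.0411) from 5 to 12 months for 1 probe set, and -0.51 (adjusted p = 0.0473) and 0.66 (adjusted p = 0.0412) for another. The first probe set did not pass at 5 months when C21, B21, E21, A29 or B29 was left out (adjusted p = 0.0571 to 0.0821) and from 5 to 12 months when any array but D18 or A19 was left out (adjusted p = 0.0509 to 0.120), and the other at 5 months when any array but AR16 or D18 was left out (adjusted p = 0.0535 to 0.155) and from 5 to 12 months when any array but D18 or A19 was left out (adjusted p = 0.0523 to 0.142). Of the 9 probe sets of this pathway, 0 rose and 4 fell at 5 months (1 fell when C21, E21, A29 or B29 was left out), and 2 rose and 4 fell at 12 months. In Cxcr4 signaling Gng11, a G protein gamma subunit, rose by 0.87 (standard error 0.13, adjusted p = 0.00943) at 5 months and 1.54 (standard error 0.13, adjusted p = 0.000219) at 12 months, and Pak7 and Prkd1, both kinases, rose at 5 months by 0.87 (adjusted p = 0.0153) and 0.68 (adjusted p = 0.0121), and another probe set of Prkd1 had 0.60 (adjusted p = 0.0123). The rise of Pak7 did not pass without E21 or B29 (adjusted p = 0.0513 to 0.0537), nor did that of this other probe set of Prkd1 without E21 (adjusted p = 0.0511). Cxcl12, the ligand of the receptor Cxcr4, fell, with -0.72 (adjusted p = 0.0446) at 5 months and -1.09 (adjusted p = 0.00560) at 12 months, and the first did not pass when any array but D21, AR16, D18 or A19 was left out (adjusted p = 0.0519 to 0.148). Of the 10 probe sets, 6 rose and 2 fell at 5 months (3 rose without E21, and 1 fell when any array but D21, AR16, D18 or A19 was left out), and 7 rose and 2 fell at 12 months by limma. Only Mylk, Gng11 and Cxcl12 at 12 months still passed with the sample code block. 1 of the 2 probe sets of Prkaca and Cxcl12 at 5 months, Jam2, Myh11 and Cxcl12 at 12 months, and Prkaca from 5 to 12 months did not pass with the Y-linked signal as a covariate or the cone score as a covariate. Cxcl12 at 5 months, and 1 of the 2 probe sets of Prkaca from 5 to 12 months did not pass with the methods' test for that comparison alone. These probe sets, like all of Table S1, passed the methods' F test over the 3 ages. Of the tight junction probe sets at 5 months 0 rose and 0 fell with the block and 1 and 3 with the Y-linked covariate, and of the same probe sets at 12 months 0 rose and 1 fell with the block and 1 and 1 with the Y-linked covariate. Of the Cxcr4 probe sets at 5 months 0 rose and 0 fell with the block and 7 and 1 with the Y-linked covariate, and of the same probe sets at 12 months 2 rose and 1 fell with the block and 3 and 0 with the Y-linked covariate. Both gene groups were picked by the study from these arrays, so the counts are not independent evidence of a direction.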

**Table 2:** Canonical pathway analysis of aging-associated genes in rod photoreceptors.

*Canonical Pathways*	*Age-Related Genes*	*Ratio* 1	*P-value* 2
Oxidative Phosphorylation	*Ucrc, Atp5d, Ppa2, Uqcr, Uhrf1bp1, Ndufa3, Uqcrb, Atp6v1b2, Ndufa13*	0.0542	0.001
Tight Junction Signaling	*Mylk, Epb41, Fos, Rhoa, Jam2, Prkaca, Akt3, Myh11*	0.0488	0.003
Glucocorticoid Receptor Signaling	*Taf4b, Fos, Ikbkg, Pou2f1, Chp, Prkaca, Akt3, Nfatc2, Ncor1, Hspa2, Nr3c1*	0.0393	0.004
CXCR4 Signaling	*Fos, Gng11, Itpr2, Cxcl12, Rhoa, Akt3, Pak7, Prkd1*	0.0476	0.005
PXR/RXR Activation	*Ppara, Scd, Prkaca, Akt3, Nr3c1*	0.0581	0.007
RAR Activation	*Rdh9, Fos, Rarb, Prkaca, Akt3, Ncor1, Smad5, Prkd1*	0.0449	0.007
Prolactin Signaling	*Fos, Irs1, Prlr, Nr3c1, Prkd1*	0.0641	0.008
Aryl Hydrocarbon Receptor Signaling	*Ahrr, Gsta3, Ccna2, Fos, Aldh1l2, Rarb, Cdkn1b*	0.0446	0.010

1 Number of genes from the data set in the given pathway divided by the total number of genes that map to that given canonical pathway.

2 Derived using Fisher's exact test to determine the probability that the association between the 413 probesets in our dataset and the canonical pathway in the Ingenuity Pathways Knowledge Base is explained by chance alone.

Ingenuity® network analysis revealed biological processes that were enriched among the 100 genes showing progressively higher or lower expression across the three time points (see Figure 2C–D). We then selected biological processes associated with a minimum of four genes in the resulting networks. We observed a clustering of genes for angiogenesis, apoptosis, and transcription (Table 3). Genes involved in regulation of transcription exhibited decreased expression with age. 

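Neurl, a ubiquitin ligase of the Notch pathway, fell by 2.10 on the log2 scale at 12 months against 1.5 months (standard error 0.32, adjusted p = 0.00729) and had -1.05 (standard error 0.32, adjusted p = 0.125) at 5 months. Tef, a clock-controlled transcription factor, had -0.31 (adjusted p = 0.334) at 5 months and fell, with -0.86 (adjusted p = 0.0114) at 12 months. All 5 probe sets of the 4 transcription genes of Table 3 were lower at 12 months by limma, with log2 fold changes of -2.10 to -0.83, and 0 passed the test at 5 months, where they ranged from -1.05 to 0.28. Neither Neurl nor Tef passed with the sample code block or the Y-linked signal as a covariate. Tef at 12 months did not pass with the cone score as a covariate. Of these probe sets at 12 months 0 rose and 1 fell with the block and 0 and 0 with the Y-linked covariate. The study chose these genes on the same arrays, so the tally is not independent evidence of their direction.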

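Edil3, an extracellular ligand of integrins in vessels, rose at 12 months by 0.98 (standard error 0.12, adjusted p = 0.00261) and 1.08 (standard error 0.18, adjusted p = 0.00924) for its 2 probe sets, and Hpse, the enzyme that cleaves heparan sulfate, rose by 0.91 (standard error 0.16, adjusted p = 0.0215) at 5 months and 1.33 (standard error 0.16, adjusted p = 0.00182) at 12 months, the first of which did not pass when C21, B21, A29, B29 or C29 was left out (adjusted p = 0.0561 to 0.0708). Acvrl1, a receptor kinase of the TGF-beta family in vessels, had -0.41 (adjusted p = 0.196) at 5 months and fell, with -1.05 (adjusted p = 0.00492) at 12 months. Cast, the inhibitor of the calpain proteases, rose by 1.19 (standard error 0.16, adjusted p = 0.00804) at 5 months and 1.66 (standard error 0.16, adjusted p = 0.000626) at 12 months for 1 probe set. The mean over its probe sets gave 0.45 (adjusted p = 0.0428) and 0.53 (adjusted p = 0.0159). At 5 months that mean did not pass when any array but AR16, D18 or A19 was left out (adjusted p = 0.0538 to 0.111). Over the angiogenesis genes of Table 3, 6 of 8 probe sets rose and 2 fell at 12 months by limma, and over the apoptosis genes 2 of 4 rose and 2 fell, and since the study chose these genes on the same arrays this is not independent evidence of their direction. In a wider list of 57 angiogenesis genes, set before the data were examined, 8 rose (5 when C21, B21, D21 or E21 was left out), 2 fell and 47 did not pass the test at 12 months, with 9 higher and 3 lower when adjusted over the list alone, and the median was 0.04 (adjusted p = 0.295 from camera). Efnb1, a ligand of Eph receptors in that list, rose by 0.76 (adjusted p = 0.00106) at 12 months. That list also holds Col4a3, a gene of Table S1, so its counts are not independent of the study's choice. Hpse and the given probe set of Cast at 5 months, and 1 of the 2 probe sets of Edil3 at 12 months did not pass with the sample code block. Only Hpse and the given probe set of Cast at 5 months still passed with the Y-linked signal as a covariate. 1 of the 2 probe sets of Edil3 at 12 months did not pass with the cone score as a covariate. Of the angiogenesis probe sets of Table 3 at 12 months 5 rose and 2 fell with the block and 0 and 0 with the Y-linked covariate, and of the apoptosis probe sets at 12 months 1 rose and 1 fell with the block and 1 and 0 with the Y-linked covariate. Of the wider angiogenesis list at 12 months 5 rose and 1 fell with the block and 1 and 0 with the Y-linked covariate. In a wider list of 36 apoptosis genes 1 rose and 0 fell, which were the same counts when adjusted over the list alone, with a median of -0.02 (adjusted p = 0.609 from camera). Markers of vessels, 14 in number, had a median of -0.04 at 12 months, with 1 higher and 2 lower, and 0 and 1 when an array other than B21, C29, A30 or B16 was left out.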

The genes associated with angiogenesis and apoptosis revealed variable expression changes, but those showing increased expression with age tend to promote angiogenesis and oppose apoptosis.

**Table 3:** Key biological processes associated with rod photoreceptor genes showing progressive change with age.

*Biological Process*	*Expression Change* 1	*Genes*
Angiogenesis	↑	*Chrna7, Edil3, CD59a, Hpse*
	↓	*Acvrl1, Cxcl12*
Transcription	↓	*Dnmt3a, Tef, Neurl, Ncor1*
Apoptosis	↑	*Akt3, Cast*
	↓	*Cxcl12, Rhoa*

1 Refers to expression change at 5 and 12 months, compared to 1.5 months.

“↑” indicates increased expression relative to 1.5 months,

“↓” indicates decreased expression.

Finally, we generated a network reconstruction using MetaCore™ from GeneGo, Inc. [42] to explore what direct interactions may exist among the entire set of 375 differentially expressed genes (Figure 4). 

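Fos, an immediate early transcription factor, fell by 1.31 on the log2 scale at 5 months (standard error 0.20, adjusted p = 0.0126) and had -0.34 (standard error 0.20, adjusted p = 0.385) at 12 months. Nr3c1, the glucocorticoid receptor, had 0.20 (standard error 0.10, adjusted p = 0.346) at 5 months and rose, with 0.61 (standard error 0.10, adjusted p = 0.00924) at 12 months. Rhoa, a small GTPase that acts on the cytoskeleton, had -0.35 (adjusted p = 0.134) at 5 months and fell, with -0.64 (adjusted p = 0.0114) at 12 months. Cdkn1b, an inhibitor of cyclin-dependent kinases, fell at both ages, with -0.54 (adjusted p = 0.0329) and -0.74 (adjusted p = 0.00526), and the first did not pass when any array but AR16, B16, D18 or A19 was left out (adjusted p = 0.0548 to 0.0940). So of these 4 genes 2 fell and 0 rose at 5 months, and 2 fell and 1 rose at 12 months by limma. In a list of 31 immediate early genes and genes known to respond to tissue dissociation, 3 fell at 5 months, which were Fos, Nr4a1, an orphan nuclear receptor, at -0.82 (adjusted p = 0.0146), and Dusp1, a phosphatase of MAP kinases, at -0.82 (adjusted p = 0.0468), and 3 fell when adjusted over the list alone. Nr4a1 did not pass without E21 or A29 (adjusted p = 0.0563 to 0.0573), nor Dusp1 when any array but B21, AR16, D18 or A19 was left out (adjusted p = 0.0531 to 0.131). The median of that list was -0.12 (adjusted p = 0.0367 from camera with a preset correlation, and adjusted p = 0.341 with an estimated correlation), and it did not pass without C21, D21, A29 or B29 (adjusted p = 0.0504 to 0.147). Only Cdkn1b at 12 months still passed with the sample code block. Only Fos and Nr4a1 at 5 months still passed with the Y-linked signal as a covariate. Nr3c1, Rhoa and Cdkn1b at 12 months did not pass with the cone score as a covariate. Dusp1 at 5 months did not pass with the methods' test for that comparison alone. The rods were dissociated and sorted before RNA extraction at all 3 ages.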

The following gene products emerged as hubs: Fos, a transcription factor involved in stress response; glucocorticoid receptor (encoded by *Nr3c1*), involved in stress response and inflammation; RhoA, an important signaling molecule associated with cytoskeletal remodeling; and Cdkn1b, which maintains cell cycle arrest. Additionally, several genes involved in overrepresented pathways (described above) were present in the direct interaction network. Overall, genes associated with stress response appeared to occupy prominent positions (hubs) in the network topology.

**Figure 4:**
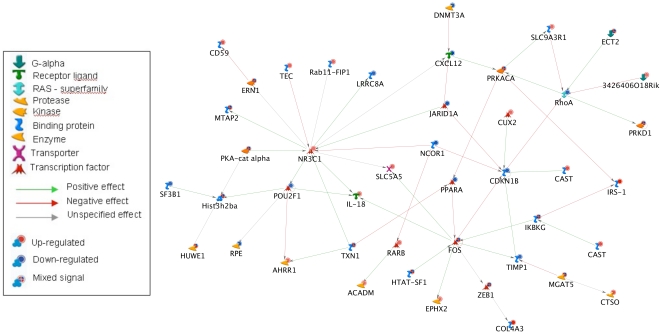
Network Analysis. Direct interactions among the 375 age-related genes. Arrow color indicates the type of interaction, symbol shape indicates the type of gene product/protein, and background symbol color indicates direction of change in expression with age, blue indicating decreasing expression and red indicating increasing expression with age. This network was generated using MetaCore™ from GeneGo, Inc. (www.genego.com).

## Discussion

Aging-associated changes occur on multiple levels and contribute to cellular dysfunction and disease. Landmark studies in yeast and *C. elegans* have identified a genetic basis for the modulation of aging phenotypes that extends to higher organisms [2], [9]. Similarly, genome-wide expression profiling studies have revealed candidate genes that reinforce consensus pathways but also demonstrate tissue-specificity [1], [13], [16], which likely has implications for aging-associated diseases of specific tissues. The retina provides an ideal paradigm to dissect molecular events associated with neuronal aging *in vivo* as it is the most accessible part of the central nervous system. Furthermore, evidence suggests shared characteristics between age-related diseases of the retina and the brain, such as AMD and Alzheimer's disease [23]. In particular, neuronal degeneration in both diseases is closely associated with vascular damage. Neurodegeneration in the retina (and more specifically, degeneration of photoreceptors) is observed in numerous syndromic diseases (www.sph.uth.tmc.edu/Retnet/) and is uniquely amenable to non-invasive evaluation, which facilitates the study of natural history and potential therapies. However, the direct impact of aging on molecular pathways that guide photoreceptor metabolism or function has yet to be elucidated. Here, we report adaptive changes in both conserved and cell-specific age-related pathways through temporal profiling of purified rod photoreceptors. We show that a majority of these expression changes begin in young adults and continue to progress with age. Furthermore, our study reveals that single cell-type profiling provides better resolution of subtle and progressive age-related expression changes (see below), yielding a more comprehensive depiction of cellular aging.

Though rod photoreceptors are highly specialized neurons involved in photoreception, we identified changes in consensus pathways of aging, including oxidative phosphorylation and stress response affecting transcription and inflammation (Figure 5). Rods are highly metabolically-active post-mitotic neurons that are exposed to oxidative stress [43], and a decline in electron transport chain (ETC) efficiency is thought to create increased ROS that can further damage DNA, lipids, and other molecules [3], [5]. Photoreceptors rely on oxidative phosphorylation, unlike most cell-types of the retina [44]. Expression of ETC genes is shown to decrease with age in many tissues and species [1], [4]. Reduced expression of ETC genes is evident in profiles of aging rods, reported here, but this pathway was not identified in previous profiling studies of whole retinas [26], [27]. Furthermore, some of the expression changes we observed in rod photoreceptors were quantitatively different (Grem2, Ai117581 and Irf6) or in the opposite direction (C030034E14Rik) in 12-month old whole retina. Further investigations of this novel gene may provide insights into the differences in pattern of expression in photoreceptors compared to whole retina. Thus, our findings provide an example of the advantage of investigating specific cell-types in addition to the whole tissue.

**Figure 5:**
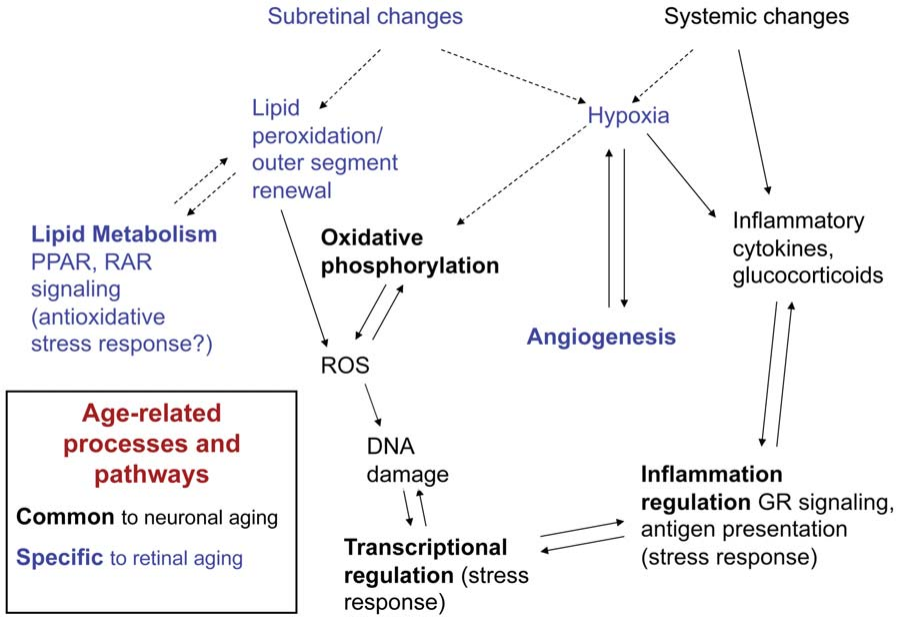
Diagram of hypothesized age-related pathways relevant to rod photoreceptors. Environmental and intracellular stressors such as hypoxia and reactive oxygen species (ROS) induce gene expression changes in consensus pathways of aging (transcriptional regulation, oxidative phosphorylation, and inflammation, labeled in black), as well as pathways specific to retina and photoreceptors (angiogenesis and lipid metabolism, labeled in blue). ROS, reactive oxygen species; GR, glucocorticoid receptor.

Patterns of histone acetylation and DNA methylation have been shown to change with age (and caloric restriction) from yeast to humans, influencing DNA stability and gene expression patterns [45], [46]. Our data show a significant enrichment of epigenetic processes including *regulation of transcription* and *nucleosome assembly*, and expression of genes for histone clusters 1, 2, and 3 (*Hist1h3b, H2afj, Hist3h2a, Hist3h2ba*) progressively increased over time (Table S1). 

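Hist3h2a, a histone H2A gene, rose by 1.24 (standard error 0.14, adjusted p = 0.00365) at 5 months and 1.45 (standard error 0.14, adjusted p = 0.000626) at 12 months for 1 probe set, and Hist1h3b, a histone H3 gene, by 0.87 (standard error 0.18, adjusted p = 0.0380) and 1.43 (standard error 0.18, adjusted p = 0.00247), of which the first did not pass when C21, D21, E21, A29, B29, C29 or A30 was left out (adjusted p = 0.0561 to 0.112). H2afj, an H2A variant, had 0.08 (adjusted p = 0.847) at 5 months and rose, with 0.73 (adjusted p = 0.0166) at 12 months. Without C21 the 12-month change of H2afj did not pass (adjusted p = 0.0534). Between 5 and 12 months Hist3h2a had 0.22 (adjusted p = 0.493), Hist1h3b 0.56 (adjusted p = 0.164) and H2afj 0.65 (adjusted p = 0.0688). The probe set of the other histone gene that the paper names, to which the annotation gives several genes, had -0.20 (adjusted p = 0.758) at 5 months. It rose by 1.59 (adjusted p = 0.0337) from 5 to 12 months. That rise did not pass when E21, A29, B29, C29, AR16 or B16 was left out (adjusted p = 0.0501 to 0.110). Nor did it pass with the sample code block, the Y-linked signal or the cone score as a covariate, or the methods' test for that step alone. Of the 6 probe sets of these genes 4 rose at 5 months (1 when C21, E21, A29, B29, C29 or A30 was left out) and 6 at 12 months, and 1 rose from 5 to 12 months, on genes that the study chose. Among 15 measured histone genes, listed before the data were examined, 2 rose, 1 fell and 12 did not pass limma's test at 12 months, and 5 rose and 1 fell when adjusted over the list alone. H3f3a, which encodes the replication-independent histone H3.3, was the gene that fell, with -0.60 (adjusted p = 0.0324), and it did not pass when C21, B21, D21, B29, AR16 or B16 was left out (adjusted p = 0.0501 to 0.0953). The median of the list was 0.16 (adjusted p = 0.142 from camera). Hist1h3b belongs to this list and to Table S1, so the counts are not independent of the study's choice. Only Hist3h2a and Hist1h3b at 12 months still passed with the sample code block. Only Hist3h2a at 5 months still passed with the Y-linked signal as a covariate. Hist1h3b at 5 months, and H2afj and H3f3a at 12 months did not pass with the cone score as a covariate. Hist1h3b at 5 months, and H3f3a at 12 months did not pass with the methods' test for that comparison alone. The probe set of Hist1h3b, like all of Table S1, passed the methods' F test over the ages. Of the 6 probe sets at 5 months 0 rose and 0 fell with the block and 2 and 0 with the Y-linked covariate, and of the same probe sets at 12 months 2 rose and 0 fell with the block and 0 and 0 with the Y-linked covariate. Of the wider list at 12 months 2 rose and 0 fell with the block and 0 and 0 with the Y-linked covariate. Many histone transcripts lack a poly(A) tail, and 15 of the 32 listed genes had a probe set with a single gene.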

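Dnmt3a, a DNA methyltransferase, had -0.43 (standard error 0.12, adjusted p = 0.0954) at 5 months and fell, with -0.83 (standard error 0.12, adjusted p = 0.00570) at 12 months, and Suv420h1, a methyltransferase of lysine 20 of histone H4, rose by 0.76 (standard error 0.13, adjusted p = 0.0234) and 0.61 (standard error 0.13, adjusted p = 0.0332). The first change of Suv420h1 did not pass when C21, E21, A29, B29, C29 or A30 was left out (adjusted p = 0.0512 to 0.0755), nor did the second when C21, D21, E21, B29, AR16, B16 or D18 was left out (adjusted p = 0.0543 to 0.0920). Genes of chromatin modifiers and corepressors had a median log2 fold change of -0.16 at 12 months (adjusted p = 1.23e-05 from camera with a preset correlation), which did not pass with an estimated correlation (adjusted p = 0.276). Of 48 measured genes of this list, set before the data were examined, 1 rose, 8 fell (3 without C21 or E21) and 39 did not pass limma's test, with 3 higher and 14 lower when adjusted over the list alone. Hdac4, a histone deacetylase, fell by 0.89 on the log2 scale (adjusted p = 0.00865), while Suz12, a subunit of the Polycomb repressive complex, rose by 0.45 (adjusted p = 0.0235), which did not pass when C21, D21, E21 or AR16 was left out (adjusted p = 0.0507 to 0.0704). Only Dnmt3a at 12 months still passed with the sample code block. Only Suv420h1 at 5 months, and Hdac4 at 12 months still passed with the Y-linked signal as a covariate or the cone score as a covariate. Suv420h1 at 12 months did not pass with the methods' test for that comparison alone. Of the list at 12 months 0 rose and 0 fell with the block and 0 and 2 with the Y-linked covariate. These counts take the mean over a gene's probe sets, while the Dnmt3a values above are those of a single probe set. Hr belongs to this list and to Table S1, so the counts are not independent of the study's choice. The 12-month arrays, with medians of the list from -0.13 to -0.06, also carried the Y-linked signal, and on A30, the 5-month array that shared it, the median was 0.09, and it was below 0 on the other 5-month arrays.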

DNA-modifying genes that changed with age include DNA methyl-transferase 3 alpha (*Dnmt3a*) and Suppressor of variegation 4–20 homolog 1 (*SUV420h1*), which was also noted to change with age in human retinas [27]. Additionally, transcriptional repressors Hairless (*Hr*) and Nuclear co-repressor 1 (*Ncor1*) both decreased with age, suggesting a derepression of transcription that has been associated with epigenetic changes in other aging cells [47]. 

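Hr fell by 1.44 on the log2 scale at 5 months (standard error 0.26, adjusted p = 0.0251) and fell by 1.70 at 12 months (standard error 0.26, adjusted p = 0.00735 from limma), for the probe set in Table S1. All 4 arrays at 1.5 months, between 0.93 and 1.68, lay above every array at 5 and 12 months. The 5-month fall did not pass when C21, B21, E21, A29, B29 or C29 was left out (adjusted p = 0.0541 to 0.0850). Between 5 and 12 months the change was -0.25 (standard error 0.26, adjusted p = 0.675). The mean over all probe sets of Hr, the Hairless gene of a corepressor of nuclear receptors, gave -0.76 (standard error 0.13, adjusted p = 0.0160) at 5 months and -0.78 (standard error 0.13, adjusted p = 0.00969) at 12 months, the first of which did not pass when C21, E21, A29 or B29 was left out (adjusted p = 0.0520 to 0.0595). Hr no longer passed with the sample code block. The probe set of Hr at 5 months did not pass with the methods' test for that comparison alone. It passed the methods' F test over the 3 ages (adjusted p = 0.0395).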

Chronic transcriptional changes may therefore contribute to increasing susceptibility to damage with age, causing dysfunction and ultimately cell death.

Upregulation of inflammatory response pathways has been associated with neuronal aging of rodents and humans [48]. Like brain parenchyma, the neuroretina exists in an immune-privileged state, but this state is compromised in age-related retinal diseases such as AMD and diabetic retinopathy [49]. 

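Erap1, the aminopeptidase that trims peptides for MHC class I, rose by 1.06 (standard error 0.15, adjusted p = 0.00899) at 5 months and 1.66 (standard error 0.15, adjusted p = 0.000407) at 12 months against 1.5 months. H2-K1, a heavy chain of MHC class I, had 0.24 (standard error 0.14, adjusted p = 0.456) at 5 months and rose by 1.11 (standard error 0.14, adjusted p = 0.00286) at 12 months. From 5 to 12 months it rose by 0.87 (standard error 0.14, adjusted p = 0.0387). That last rise did not pass when any array but A30, D18 or A19 was left out (adjusted p = 0.0520 to 0.126). Nor did it pass with the sample code block, the Y-linked signal or the cone score as a covariate, or the methods' test for that step alone. Erap1 at 5 months did not pass with the sample code block. The 12-month rise of this H2-K1 probe set passed with the block, unlike the mean over all probe sets of H2-K1. Only Erap1 at 5 months still passed with the Y-linked signal as a covariate. On A30, the 5-month array that shared the Y-linked signal of the 12-month arrays, H2-K1 was at 0.10, against a mean of 0.02 ± 0.06 (SD, n = 4) at 5 months and 0.89 ± 0.33 at 12 months. Of 34 measured genes of the interferon response, 1 rose and 1 fell at 12 months by limma (0 fell when any array but B29 or A30 was left out), with 3 higher and 1 lower when adjusted over the list alone, and the median was 0.04 (adjusted p = 0.840 from camera). With the sample code block, or with the Y-linked signal or the cone score as a covariate, 0 of the interferon genes rose and 0 fell at 12 months. Markers of microglia and macrophages, 17 in number, had a median of -0.15, with 0 higher and 0 lower. The probe sets of Erap1 and H2-K1 are in Table S1, which was drawn from these arrays.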

Increases in interferon-regulated transcription factor *Irf6* and antigen presentation genes *Erap1* [50] and *H2-K1* suggest a similar upregulation of inflammation signals in photoreceptors. Increased expression of *H2-K1* and the human homolog, *HLA-C*, was also reported in previous studies of aging mouse and human retina and eye tissue [1], [26], [27]. Pathway and network analyses also suggest potential inflammation-modifying changes in *Fos* and *Nr3c1* (glucocorticoid receptor) signaling that may contribute to systemic and cognitive aging [3], [51], [52], [53]. We propose that stress response may induce a transition of photoreceptors to a state more likely to trigger immune system activation as well as a potential decline in immune-privilege, which may contribute to pathology and neurodegeneration.

Stress response processes, including angiogenesis and retinoid/lipid metabolism, are especially relevant for the aging retina (Figure 5). Photoreceptor function is intimately associated with retinal pigment epithelium (RPE) and choroidal blood supply [54]. Age-related changes in the neural retina microenvironment (such as ischemia, hypoxia, and inflammation) contribute to angiogenic signaling, and angiogenesis is a key feature of age-related retinal diseases [30]. Our findings indicate that a shift towards pro-angiogenic signaling may also be a feature of photoreceptor aging. 

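Cd59a, a membrane protein that blocks the complement attack complex, rose by 0.78 (standard error 0.11, adjusted p = 0.00952) at 5 months and 1.15 (standard error 0.11, adjusted p = 0.000626) at 12 months for 1 probe set. Its other probe set had 0.76 (standard error 0.23, adjusted p = 0.114) and then 1.57 (standard error 0.23, adjusted p = 0.00560). The change from 5 to 12 months, 0.37 (adjusted p = 0.158) and 0.81 (adjusted p = 0.127), did not pass limma's test for either probe set. Among 20 measured genes of complement and its regulators, 2 rose and 0 fell at 12 months, the same counts as when adjusted over the list alone. Pros1, the anticoagulant protein S that binds a regulator of complement, was the other gene that rose, with an adjusted p of 0.00217. Cd59a at 5 months did not pass with the sample code block. Only Cd59a at 5 months still passed with the Y-linked signal as a covariate. 1 of the 2 probe sets of Cd59a at 12 months did not pass with the cone score as a covariate. The median of the list was 0.04 (adjusted p = 0.390 from camera).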

Of the genes that progressively increased with age, *CD59a* is particularly interesting as it protects against complement attack [55], which plays a central role in AMD pathophysiology [56].

Changes in retinoid and lipid metabolism via the retinoic acid receptor (RAR) pathway and the peroxisome proliferator-activated receptor alpha (PPAR-alpha, encoded by *Ppara*) appear to play a role in photoreceptor aging. Altered retinoic acid metabolism has been implicated in some forms of retinal degeneration [57], [58] and in the regulation of angiogenic signals [59]. 

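Rdh9, a retinol dehydrogenase, rose by 2.06 (standard error 0.35, adjusted p = 0.0194) at 5 months and 3.11 (standard error 0.35, adjusted p = 0.00134) at 12 months against 1.5 months, and had 1.05 (standard error 0.35, adjusted p = 0.180) from 5 to 12 months. The 5-month rise did not pass without B21 or B29 (adjusted p = 0.0504 to 0.0513). The 5-month array C29 was at 1.31 and the others at 5 months were between -0.10 and 0.09. Rdh16, another retinol dehydrogenase, had 0.49 (adjusted p = 0.262) at 5 months and rose by 1.07 (adjusted p = 0.0177) at 12 months, which did not pass without C21 (adjusted p = 0.0571). Cyp26a1, which breaks down retinoic acid, had 0.71 (adjusted p = 0.0705) at 12 months. Only Rdh9 at 12 months still passed with the sample code block. Only Rdh9 at 5 months still passed with the Y-linked signal as a covariate. Rdh16 at 12 months did not pass with the cone score as a covariate or the methods' test for that comparison alone. Of 33 measured genes of retinoid metabolism and signaling, a list set before the data were examined, 4 rose (2 without C21), 0 fell and 29 did not pass limma's test at 12 months, and 5 rose when adjusted over the list alone. At 5 months 2 rose (1 when C21, B21, E21, A29, B29, C29 or A30 was left out) and 0 fell, the same counts as when adjusted over the list alone. Of these genes at 5 months 0 rose and 0 fell with the block and 2 and 0 with the Y-linked covariate, and of the same genes at 12 months 1 rose and 0 fell with the block and 1 and 0 with the Y-linked covariate. The medians were 0.06 at 5 months and 0.10 at 12 months (adjusted p = 0.142 from camera and adjusted p = 0.0569). Rdh9 belongs to this list and to Table S1, so the counts are not independent of the study's choice. Markers of the retinal pigment epithelium, a neighbor tissue with its own retinol dehydrogenases, had a median of 0.18 at 5 months, with 16 of 17 above 0 and 0 higher by the test (adjusted p = 0.0168 from camera, and adjusted p = 0.567 with an estimated correlation), which did not pass without B21, B29 or C29 (adjusted p = 0.0705 to 0.100). At 12 months their median was 0.12, with 1 of 17 higher (0 when any array but A30, D18 or A19 was left out).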

Expression of retinol dehydrogenases 9 and 18 (*Rdh9* and *Rdh18*) increased dramatically with age in rod photoreceptors, perhaps representing a stress response to lipid peroxidation, another source of ROS [60], [61]. Rod outer segment membranes have a uniquely high concentration of specific long-chain polyunsaturated fatty acids (LCPUFAs) that play an important role in phototransduction [62] and are also highly susceptible to peroxidation [63]. Extensive evidence points to the role of lipid peroxidation by-products in Bruch's membrane in inducing choroidal neovascularization [64], [65], [66], [67], [68]. We also observed age-related increases in *Scd1* and *Osbpl1a*, and a progressive decrease in *Ppara*, all of which influence lipid and insulin signaling [69], [70], [71]. 

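Scd1, the desaturase that makes monounsaturated fatty acids, had 1.14 (standard error 0.35, adjusted p = 0.125) at 5 months and rose by 2.49 (standard error 0.35, adjusted p = 0.00483) at 12 months, and the 5-month array C29 lay at 1.29, far above the others. Osbpl1a, an oxysterol-binding protein, rose at 12 months by 1.05 (adjusted p = 0.00583) and 1.11 (adjusted p = 0.00359) for its 2 probe sets. Ppara, the nuclear receptor of fatty acid oxidation, had -0.15 (standard error 0.13, adjusted p = 0.640) at 5 months and fell, with -0.77 (standard error 0.13, adjusted p = 0.0110) at 12 months for 1 probe set. The mean over its probe sets gave -0.57 (adjusted p = 0.0423) at 12 months. That mean did not pass when any array but E21, C29 or A30 was left out (adjusted p = 0.0578 to 0.109). Among 36 measured genes of fatty acid oxidation and other PPAR targets, 3 rose and 3 fell (1 when C21, B21, D21, AR16 or B16 was left out) at 12 months, with 4 higher and 4 lower when adjusted over the list alone. Acadm, a dehydrogenase of medium-chain fatty acids, rose by 0.64 (adjusted p = 0.00560), and Acadl, its relative for long chains, had -0.95 (adjusted p = 0.0122). The median of these genes was 0.04 (adjusted p = 0.994 from camera). Of 31 genes of fatty acid synthesis and desaturation 1 rose, which was Scd1, and 2 rose when adjusted over the list alone, with a median of 0.05 (adjusted p = 0.342). Of 33 genes of cholesterol synthesis and sterol transport 2 were higher and 3 lower, and 2 and 6 when adjusted over the list alone. It was 1 higher when C21, D21, E21 or AR16 was left out and 1 lower when C21, E21 or A19 was left out. Their median was -0.13 (adjusted p = 0.0148 from camera with a preset correlation). The list did not pass with an estimated correlation (adjusted p = 0.567) or with fry (adjusted p = 0.171). Nor did it pass camera without C21 (adjusted p = 0.0502) or A19 (adjusted p = 0.0545). Pltp, which transfers phospholipids between lipoproteins, fell by 0.67 on the log2 scale (adjusted p = 0.00969), and Cyp51, a demethylase of sterol synthesis, rose by 0.52 (adjusted p = 0.0209), which did not pass when C21, D21, E21 or AR16 was left out (adjusted p = 0.0523 to 0.0560). Of 31 genes of insulin and IGF signaling 2 rose at 12 months, Irs1 and Igfbp2, a binding protein of insulin-like growth factors, which had 0.69 (adjusted p = 0.0413) and did not pass when any array but D21, A30 or A19 was left out (adjusted p = 0.0546 to 0.109). Only Scd1, Osbpl1a and Irs1 at 12 months still passed with the sample code block. None of Scd1, Osbpl1a, Ppara, Acadm, Acadl, Pltp, Cyp51 and Igfbp2 passed with the Y-linked signal as a covariate or the cone score as a covariate. Igfbp2 at 12 months did not pass with the methods' test for that comparison alone. Of the fatty acid oxidation list at 12 months 0 rose and 0 fell with the block and 0 and 0 with the Y-linked covariate, and of the cholesterol list at 12 months 1 rose and 0 fell with the block and 0 and 0 with the Y-linked covariate. With the cone score as a covariate 1 gene of the cholesterol list rose and 0 fell. That count takes the mean over a gene's probe sets, while the Osbpl1a values above are those of its 2 probe sets. Of the fatty acid synthesis list at 12 months 0 rose and 0 fell with the block, the Y-linked covariate or the cone score. The mean over the probe sets of Scd1 thus did not pass with the block, unlike its probe set.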

Decreased expression of *Ppara* has also been observed in aging heart, liver, and kidney [72] and recently it has been broadly implicated in aging and systemic inflammation [73]. In rod photoreceptors, altered expression of *Ppara* may represent a response to age-related changes in RA signaling or lipid peroxidation, since LCPUFAs and retinoids are endogenous ligands for PPAR-alpha [74]. Our data suggest that intrinsic changes in such pathways may be important in the normal aging of rod photoreceptors.

Another aspect of our profiling and pathway analysis requires further discussion. Unlike exon arrays, 3′ microarray data cannot be considered as strictly quantitative. Gene lists are selected by statistical methods based on highest probability and although we corrected for false positives, the latter could not be completely excluded. Thus, qPCR validation is necessary for follow-up experiments as it provides higher sensitivity and reliability at the single gene level. Of the 25 genes that were verified by qPCR, 70% showed changes of expression concordant with microarray at both time points analyzed, with an additional 20% being validated for expression changes only at one time point. Furthermore, some of the expression changes, reported here, have been confirmed in our more recent exon array experiments (unpublished observations), and further investigations are in progress to examine their physiological relevance in rod photoreceptor aging. In addition to examining individual genes, we adopted a systems biology approach to analyze the expression data as a whole (macroanalysis). This type of analysis keeps the focus on groups of genes and the pathways/categories/functional groups they belong to, and it is best applied to larger unbiased data sets. The strength of the observation derives from the genes in similar pathways that behave in a coordinated fashion.

Our study provides an aging-associated gene expression signature for a single neuronal cell type. Studying rod photoreceptors instead of the entire retina has allowed us to identify significant age-related changes with better resolution. Both consensus and photoreceptor-specific age-related pathways, identified here, have implications for understanding the pathogenesis of AMD and other retinopathies. Notably, many expression changes are evident even at a relatively young adult age, suggesting that aging is a continuous process set in motion long before phenotypic changes are detected. Our studies reveal contributions of rod photoreceptors to retinal aging as well as potential changes in the immune-privileged status of the neuroretina with age. We cannot determine whether expression changes associated with normal aging are causative, permissive, or protective with respect to aging-associated functional decline and disease. Nonetheless, we propose that changes in gene expression represent an adaptive response of rod photoreceptors to microenvironment (such as exposure to light and oxidative stress) during the aging process. Identification of aging-associated pathways thus provides a foundation for future investigations and offers potential targets to develop treatments and therapies for age-related diseases.

## Materials and Methods

### Mice

All mice were used in accordance with the approved Institutional Animal Care and Use Committee (IACUC) protocol.

### Electroretinography

To evaluate retinal function, full field ERGs were recorded in Nrlp-eGFP mice and C57Bl/6 control mice at 4 and 12 months of age. Mice were dark-adapted overnight and were prepared under dim red illumination as described previously [75] after anesthesia with Ketamine (93 mg/Kg) and Xylazine (8 mg/Kg). Pupils were dilated with topical 1% Atropine and 0.5% Tropicamide. Body temperature was maintained at 37°C with a heating pad. Corneal ERGs were recorded from both eyes using gold wire loops with 0.5% tetracaine topical anesthesia and a drop of 2% methylcellulose for corneal hydration. A gold wire loop placed in the mouth was used as reference, and ground electrode was on the tail.

ERGs were recorded with a Ganzfeld configuration using the Espion e^2^ recording system (Diagnosys, MA) to brief xenon white flashes from −5.8 to +1.09 log cd-s/m^2^/flash in steps of 0.5 log units for dark-adapted responses and from −0.91 to +1.09 log cd-s/m^2^/flash over a 2 log unit range in steps of 0.3 log units for light-adapted responses. Responses were amplified at 1,000 gain at 1.25 to 1000 Hz, and digitized at a rate of 2000 Hz. A notch filter was used to remove 60 Hz line noise. Dark-adapted b-wave amplitudes were fitted with a Naka-Rushton function to determine estimates for the b-wave saturated amplitude,V_max_ and the response sensitivity, k. Light-adapted responses were recorded after 10 minutes of adaptation to a white 32 cd/m^2^ rod-suppressing background.

### Quantification of ONL thickness

Retinas from 1–2 and 10–12 months old Nrlp-eGFP and C57Bl/6 mice (n = 3 each) were dissected, fixed and processed to generate sagittal thin plastic sections encompassing the optic nerve head. The optic nerve was oriented in the section to indicate the ventral portion. ONL thickness was measured using Zeiss, AxioVision Documentation Rel.4.7 software on 40x-magnified images. Eight microscopy frames were counted ventrally and dorsally to the optic nerve head and measurements were taken in the middle of the frame. Values represent mean ± SEM.

### Isolation of rod photoreceptors

Rod photoreceptors were purified by flow-sorting, as previously described [37]. For qRT-PCR work, some samples were dissociated with dispase I (Roche Diagnostics Corporation, Indianapolis, IN) at 2units/mL for 45 min at 37C followed by trituration. Viscosity was reduced with DNase1 (10 mg/ml; 5 min at 37°C; Sigma-Aldrich). The eGFP-positive rod cells were flow-sorted from other dissociated retinal cells. RNA was extracted using the RNeasy Mini kit (Qiagen, Valencia, CA) and quality checked using the Agilent 2100 BioAnalyzer (Agilent Technologies, Inc., Santa Clara, CA).

### Target preparation for expression arrays

Five nanograms of total RNA from flow-sorted rod photoreceptors from Nrlp-eGFP mice at 1.5 month, 5 months and 1 year of age (n = 4 biological replicates for each time point) were used for target generation. Ovation RNA Amplification System V2 (NuGEN Technologies, San Carlos, CA) was used for cDNA amplification according to the manufacturer's protocol. FL-Ovation cDNA Biotin Module V2 (NuGEN Technologies) was used to fragment and biotin label the amplified cDNA and for hybridization of the labeled target onto a GeneChip Mouse Genome 430 2.0 Array (Affymetrix, Santa Clara, CA) with 45,000 probe sets for 34,000 well-characterized mouse genes. Washing and staining of the GeneChips was performed using the EukGE-WS2v4_450 protocol on the GeneChip Fluidic Station 450 (Affymetrix). GeneChip scanning was performed on the GCS3000-7G Scanner (Affymetrix).

### Microarray data analysis

The Robust Multichip Average (RMA) method [76] was used for background correction, quantile normalization, and to summarize the expression scores of the gene expression data. A one-way ANOVA was used to compare the three time points. To correct for false positives we used the Benjamini- Hochberg False Discovery Rate Method with a specified p-value cutoff of 0.05. This led to a set of 839 probes that have annotation information and then this set was subjected to a minimum fold change criteria of 1.5 between any of the three possible comparisons: 5 month vs. 1.5 months, 12 months vs. 1.5 months and 12 months vs. 5 months. 

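With the plain F test that the methods name, run on the deposited log2 values of all 45037 probe sets, 934 passed at an adjusted p under 0.05, of which 789 carry a gene in the annotation used here. With the 1.5-fold criterion 479 probe sets were left, and 410 of them were among the 413 probe sets of Table S1. Of the 69 that were not, 16 carry 1 gene in the annotation. All 413 probe sets of Table S1 passed this test, with a largest adjusted p of 0.0499, and 410 of them reached 1.5-fold before rounding. Irs1 and Col4a3 passed the same test with adjusted p = 0.00517 and 0.00617, against 0.000223 for each from limma's moderated F test. Limma's test, which shares the spread across probe sets, passed 413 of the Table S1 probe sets, and 641 of the 1051 probe sets that it called at 1.5-fold are outside Table S1. Tmem87a, a membrane protein of the Golgi, is one of these, with a log2 fold change of 3.63 (standard error 0.77, adjusted p = 0.0401) at 5 months. The 1.5-month array D21 stood at -0.12, against -5.01 to -4.05 on the other 1.5-month arrays. The adjusted p of Tmem87a over the 3 ages was 0.0368 from limma and 0.0929 from the methods' test. The change at 5 months did not pass when C21, B21, E21, A29, B29, C29, A30 or B16 was left out (adjusted p = 0.0575 to 0.122). Nor did it pass with the sample code block, the Y-linked signal or the cone score as a covariate, or the methods' test for that comparison alone.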

The resulting set containing 413 probes was used for hierarchical clustering, canonical pathway, and network analysis using Ingenuity Pathway Analysis (Ingenuity® Systems, www.ingenuity.com, Redwood City, CA), MetaCore(TM) from GeneGO (GeneGo, Inc., www.genego.com, St. Joseph, MI), and GO Enrichment Analysis [40]. All data is MIAME compliant. Raw data has been deposited in the GEO database with accession number GSE22317.

### Quantitative RT-PCR

Retinas were dissected from four independent biological replicates for each of the three timepoints (1.5, 5, and 12 months), enzymatically dissociated as described above, and rod photoreceptors were flow-sorted into RNAprotect (Qiagen). Whole retinas were harvested from additional mice and snap-frozen. RNA was extracted using the RNeasy Mini kit (Qiagen) and quality was evaluated as described above. Amplified photoreceptor cDNA was derived using WT-Ovation Pico System (NuGEN), and whole retina cDNA was derived using Superscript II RT-PCR system (Invitrogen). cDNA was used for real-time qRT-PCR using SYBR(R) Green PCR Mastermix (Applied Biosystems, Foster City, CA) on the 7900HT Fast Real-Time PCR System (Applied Biosystems). Candidate genes were selected for analysis based on microarray predictions of fold-change >2, pattern of change, and gene function. Hypoxanthine guanine phosphoribosyl transferase (*Hprt*) and ribosomal protein S26 (*S26*) served as internal controls. Primer pairs tested are listed in Table S2.

## Supporting Information

Table S1 413 probe sets showed significant differential expression with age.
(0.24 MB XLS) Click here for additional data file.

Table S2 25 genes evaluated by quantitative RT-PCR (photoreceptor data).
(0.02 MB XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

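Rod photoreceptors of Nrlp-eGFP mice were sorted by flow cytometry, and their RNA was measured on 12 Affymetrix mouse GeneChips, from 4 biological replicates each at 1.5, 5 and 12 months of age. As the authors describe, the RNA was amplified, fragmented and hybridized, and the deposited log2 values were made from the scans by the Robust Multichip Average method, with background correction and quantile normalization. The scans themselves were not used here. The deposited log2 values have each probe set centred on its median over the 12 arrays, as tested on the values, where the median of every probe set was 0 to within 5.00e-07. They hold differences between arrays and no expression levels, so a filter on dim probe sets, an intensity trend in the variance model and the choice of the brightest probe set of a gene, all planned, could not be run. The replicates were mapped to the ages from the sample titles, and no further normalization was applied.

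All 45037 probe sets other than controls were fitted with limma (version 3.58.1, R 4.3.3) in 1 model of the 3 ages, which share an estimate of the spread, moderated with 3.57 prior degrees of freedom. The F test over the ages and the contrasts of 5 with 1.5, 12 with 1.5 and 12 with 5 months were each adjusted by the Benjamini-Hochberg method. A count of probe sets takes an adjusted p under 0.05 and a change of at least 1.5-fold, the thresholds of the methods. A single gene, probe set of a study group or member of a gene list is said to rise or fall at an adjusted p under 0.05, whatever its fold. The change of 1 probe set can exceed the mean over its gene, as for Mylk at 12 months, with -1.19 against -0.66. A call on 1 probe set therefore need not hold for the gene. The gene lists and cell type markers were written before the data were examined. Several lists hold genes that the paper drew from these arrays, such as Irs1, Scd1, Cd59a and H2-K1. The counts and tests of such lists are not independent of that choice. For the lists and markers a gene's value was the mean of all its probe sets that carry no other gene (18193 genes), a rule chosen once the centring had been seen, in place of the brightest probe set. Lists were tested with camera at its preset correlation of 0.01, with the correlation estimated per list and with fry as alternatives, and lists that the study chose got counts only. Array scores are medians over the genes of a list, compared by exact permutation tests.

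Gene names come from the platform annotation. Genes of Table S1 whose probe sets the annotation does not list, or lists with several genes, are not reported by name, though their probe sets enter the counts. The genes that could be named were fixed by a rule written before the data were examined, when the values of the supplementary tables had been seen. Not all of them are named, and which of them are was chosen after the values were seen. The rule takes in the genes that the paper names, with the probe sets of Table S1, the 10 probe sets most raised and the 10 most lowered at 5 and at 12 months and the 5 of each between 5 and 12 months, with all 4 arrays of one age beyond those of the other, and up to 4 members with the smallest p of each reported list. The rule also asked for the brightest markers of each cell type, which the values cannot give. Efnb1, Opn1sw and Gnat2 fall outside the rule and were chosen after their values were seen.

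The calculations were tested on simulated data of normal noise with the spread of each real probe set, in which 200 of the 45037 probe sets were changed between 1.5 and 12 months, 50 at each of 4 fold sizes. In this comparison 22% of those changed 1.5-fold were recovered, 86% at 2-fold, 100% at 3-fold and 98% at 4-fold, with 8 false calls.

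The alternatives set before the data were examined were the methods' test (a plain F test per probe set), equal array medians, another quantile normalization, array weights, the number in the sample codes as a random block, a 2-fold threshold, adjustment over annotated probe sets only, flat thresholds of 1.1 and 1.3-fold for the patterns, and each array left out in turn. Those added afterwards were a robust variance model, the mean of the Y-linked genes or the median cone marker as a covariate, only the 8 arrays of a contrast, and the probe set with the largest SD for each gene of a list. The random block was fitted because the codes share the numbers 16, 18, 19, 21, 29 and 30, whose meaning is not given in the sources used here, and each number occurs at 1 age only.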

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

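The tests of sex on the changes from 1.5 to 5 and from 1.5 to 12 months, of OXPHOS and ribosomal protein genes and of cone markers were chosen only after the results had been seen. An array far from the other 3 of its age was found in 29 of 378 groups of 4 arrays, where chance gives about 1 in 20. In these groups the gap between that array and the nearest other one took up the share of the group's range that is given in brackets. At 1.5 months C21 stood apart for Chrna7 (0.917). D21 did so for Hfe (0.900), the angiogenesis genes (0.847) and the markers of the retinal pigment epithelium (0.980). E21 did so for Prkaca (0.891), Rarb (0.836), Uty (0.882) and the genes of complex III (0.872). At 5 months C29 stood apart for Rdh9 (0.867), Scd1 (0.881), Bst1 (0.949), Ppa2, a pyrophosphatase of mitochondria, (0.855) and Hpse (0.891). A30 did so for Etnk1 (0.860), Mylk (0.879), Tmem87a (0.870), Eif2s3y (0.972), Uty (0.969), Kdm5d (0.948), Xist (0.961), the genes of insulin and IGF signaling (0.852), the chromatin modifiers (0.902) and the Y-linked genes as a list (0.967). B29 did so for Rhoa (0.858). At 12 months AR16 stood apart for 1 probe set of Ndufa3, a subunit of complex I, (0.865) and Ccdc141 (0.923). D18 did so for Sync (0.946) and the rod outer segment genes (0.881). A19 did so for the genes of the cell cycle (0.839).

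From 1.5 to 12 months Xist changed by -7.57 and the Y-linked genes Eif2s3y, Uty and Kdm5d by 6.00, 4.15 and 2.62 on the log2 scale, of which Uty did not pass without C21 or E21 (adjusted p = 0.0526 to 0.0543) and Kdm5d when C21, B21, D21, E21, AR16 or B16 was left out (adjusted p = 0.0511 to 0.0597), and none of the 4 with the sample code block, genes that the paper does not discuss, and the sex of the mice is not given in the sources used here. Of the 447 probe sets called between 1.5 and 5 months, 221 (49.4%) were called again in the same direction without A30, the only array of these ages with the Y-linked signal, under the bound set for sex as a cause, but 111 to 118 were called again without another 5-month array, and the median log2 fold change of the 447 in their own direction was 0.82 with and 0.83 without A30, so the calls ended with the loss of an array and this test leaves sex and age open. In another comparison, chosen after the first had come out, the 289 calls without A30, on arrays none of which carried the signal, were more than the 115 to 122 calls without another 5-month array, which argues against sex as the whole cause. From 1.5 to 12 months 27 probe sets were called with the Y-linked signal as a covariate, against 894, the side that sex as a cause would give, but since the signal and age differ only on A30, sex and age cannot be told apart for these changes. On the 57 probe sets called between 5 and 12 months without A30, outside the X and Y chromosomes, A30 lay at a median position of 0.396 between the other 5-month arrays (0) and the 12-month arrays (1), and with 1 such array sex and age cannot be told apart here either.

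Genes of complexes I, III and V had lower medians at 5 months than at 1.5 and 12 months, which did not pass with an estimated correlation, and so had genes of cytosolic ribosomal proteins, which the paper does not discuss, with a median of -0.33 at 5 months, 6 of 45 lower (0 when C21, E21 or A29 was left out), 27 when adjusted over the list alone (adjusted p = 5.49e-16 from camera, adjusted p = 0.340 with an estimated correlation). Of the ribosomal protein genes at 5 months 0 fell with the sample code block, and 2 with the Y-linked signal or with the cone score as a covariate. The array score of the complex I, III and V genes was higher at 12 than at 5 months by 0.289 (2-sided exact permutation test, p = 0.0286, 0.0429 adjusted over 6 tests). That difference is part of the pattern that led to the test, so it adds nothing for the pattern. A decline with age that goes on from 5 to 12 months would not give it, which argues against such a decline only if the 5-month arrays are not shifted. The ribosomal protein score was also higher at 12 than at 5 months, by 0.298 (2-sided exact permutation test, p = 0.0286). A shift of the 5-month arrays could give both, so the difference does not decide on a decline. Between 1.5 and 12 months the complex score differed by -0.0260 (2-sided exact permutation test, p = 0.771). The test takes the arrays as exchangeable, though A29, B29 and C29 share a code number, as do AR16 and B16. From 5 to 12 months complexes I, III and V did not pass camera with an estimated correlation (adjusted p = 0.340, 0.332 and 0.340). The ribosomal protein score differed by -0.326 between 5 and 1.5 months (2-sided exact permutation test, p = 0.0286), and the score of the complex genes minus that of the ribosomal protein genes by 0.0112. A shift of the 5-month arrays that both gene groups share may therefore lie behind the lower values, and whether it comes from the age of the mice, the handling of the cells or the RNA was not tested.

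Cone markers had a median log2 fold change of 1.45 at 12 months, with 2 of 13 higher (0 when C21, B21, D21, B29, C29, AR16 or B16 was left out, and 9 without A30) and 9 higher when adjusted over the list alone (adjusted p = 1.23e-05 from camera, adjusted p = 0.484 with an estimated correlation, and turned lower with the Y-linked signal as a covariate, adjusted p = 0.0325), and Arr3, Opn1sw and Gnat2, abundant in cones, had 1.96, 1.53 and 1.50. Among 10 lists of other cell types the highest median was 0.116, for the retinal pigment epithelium, and the lens list, left out of that comparison, had 0.18, which argues against a lower share of rods with more of every other cell type. That 10 of the markers had a log2 fold change above 0.5 restates the median, so more cones among the sorted cells, which the sort for eGFP should leave out, and a change of cone transcripts cannot be told apart by it. The cone score of A30 was 1.92, against -0.167 at most on the other 5-month arrays, and 1 such array does not decide between age and the cell mixture either.

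Chance can be excluded for the 1051 probe sets past the F test and 1.5-fold, since 1 of 100 groupings of the arrays, the real one, gave as many and the highest other gave 13. These groupings treat the arrays as exchangeable, while with the number in the sample codes as a random block the count was 65. On the 8 arrays of a comparison alone, again taken as exchangeable, chance can be excluded between 1.5 and 5 months (601 probe sets, the highest other split 1, 1 of 35 splits as large). The same held between 1.5 and 12 months (447 probe sets, the highest other split 1, 1 of 35 as large). With the sample code block in the fit to all 12 arrays, most of the calls were lost in both comparisons. The splits separate arrays that share a code number, so they cannot tell age from that number. Between 5 and 12 months limma called 0 probe sets on the 8 arrays, which all 35 splits must reach, so the splits decide nothing there, while the fit to all 12 arrays had 7065 probe sets at an unadjusted p under 0.05 and called 31 higher and 63 lower, and the methods' test 6 and 18. The split with the highest count there, 157 probe sets, set A30 with AR16, B16 and D18 against A29, B29 and C29 with A19, which points to a structure of the samples. For the gene lists called by camera chance cannot be excluded in any of the 3 comparisons, with 10 lists between 1.5 and 5 months (highest other 15, 10 of 35 splits as large), 8 between 1.5 and 12 months (highest other 15, 9 of 35 as large) and 15 between 5 and 12 months (highest other 21, 3 of 35 as large).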

How the results depend on the processing

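The alternatives chosen only after the data had been seen were the robust variance model, the Y-linked signal and the cone score as covariates, the 8 arrays of a contrast alone and the probe set with the largest SD per gene. With equal array medians the counts of probe sets and lists, and with a robust variance model the counts of probe sets, stayed within 1.5 times their values, and with both all 124 comparisons of named genes kept their side of the threshold. Of these, 20 no longer passed with the methods' test, 73 with the code number as a block, 39 with a 2-fold threshold, 51 with the cone score and 81 with the Y-linked signal as a covariate, where Uty at 12 against 1.5 months also turned to -0.20. The cone list turned lower with that covariate, with adjusted p = 0.0325 at 12 against 1.5 months and 0.0423 at 12 against 5 months. Of 31 list calls 10 no longer passed with fry, 7 with the Y-linked signal as a covariate, 1 with the probe set of the largest SD and 31 with an estimated correlation. The methods' test gave 479 past it and 1.5-fold, 156 higher at 5 than at 1.5 months, 83 lower at 5 than at 1.5 months, 246 higher at 12 than at 1.5 months, 195 lower at 12 than at 1.5 months, 6 higher at 12 than at 5 months and 18 lower at 12 than at 5 months. Adjustment over annotated probe sets only gave 289 lower at 12 than at 1.5 months, 14 higher at 12 than at 5 months and 27 lower at 12 than at 5 months. Another quantile normalization gave 430 higher at 5 than at 1.5 months, 425 lower at 5 than at 1.5 months, 291 lower at 12 than at 1.5 months, 53 higher at 12 than at 5 months, 99 lower at 12 than at 5 months and a same-direction share of 40.2%. Array weights gave 2162 past the F test, 450 higher at 5 than at 1.5 months, 400 lower at 5 than at 1.5 months, 69 higher at 12 than at 5 months, 139 lower at 12 than at 5 months, a same-direction share of 46.5% and 7 lists lower at 12 against 5 months. The sample code number as a random block (correlation 0.206) gave 65 past the F test, 65 past it and 1.5-fold, 7 higher at 5 than at 1.5 months, 4 lower at 5 than at 1.5 months, 84 higher at 12 than at 1.5 months, 30 lower at 12 than at 1.5 months, 0 higher at 12 than at 5 months, 0 lower at 12 than at 5 months and a same-direction share of 70.8%. A 2-fold threshold gave 345 past it and 2-fold, 67 higher at 5 than at 1.5 months, 64 lower at 5 than at 1.5 months, 188 higher at 12 than at 1.5 months, 136 lower at 12 than at 1.5 months, 13 higher at 12 than at 5 months, 10 lower at 12 than at 5 months and a same-direction share of 69.6%. The Y-linked signal as a covariate gave 159 past the F test, 157 past it and 1.5-fold, 13 higher at 12 than at 1.5 months, 14 lower at 12 than at 1.5 months, 0 higher at 12 than at 5 months, 0 lower at 12 than at 5 months, a same-direction share of 61.1%, 7 lists higher at 5 against 1.5 months and 8 lists higher at 12 against 1.5 months. The cone score as a covariate gave 264 past the F test, 256 past it and 1.5-fold, 92 higher at 12 than at 1.5 months, 86 lower at 12 than at 1.5 months, 0 higher at 12 than at 5 months and 0 lower at 12 than at 5 months. The 8 arrays of a contrast alone gave 291 lower at 5 than at 1.5 months, 259 higher at 12 than at 1.5 months, 188 lower at 12 than at 1.5 months, 0 higher at 12 than at 5 months and 0 lower at 12 than at 5 months. A flat threshold of 1.1-fold gave 251 up then up, 190 down then down, 86 up then flat, 55 down then flat, 28 flat then up and 71 flat then down. A flat threshold of 1.3-fold gave 88 up then up and 61 down then down. With the correlation estimated per list there were 0 lists higher and 0 lower in each of the 3 comparisons, and adjusted p = 0.335, 0.276, 0.335 for complexes I, III and V at 5 against 1.5 months and adjusted p = 0.340, 0.332, 0.340 for complexes I, III and V at 12 against 5 months. With fry there were 5 lists lower at 5 against 1.5 months, 5 lists higher at 12 against 1.5 months and 2 lists lower at 12 against 1.5 months. With each array left out in turn there were 427 to 1493 past the F test, 409 to 1230 past it and 1.5-fold, 73 to 296 higher at 5 than at 1.5 months, 28 to 234 lower at 5 than at 1.5 months, 275 to 498 higher at 12 than at 1.5 months, 191 to 539 lower at 12 than at 1.5 months, 0 to 84 higher at 12 than at 5 months, 0 to 160 lower at 12 than at 5 months, a same-direction share of 50.3 to 69.0%, 77 to 191 up then up, 39 to 181 down then down, 81 to 179 up then flat, 27 to 131 down then flat, 18 to 86 flat then up, 52 to 221 flat then down, 28 to 152 down then up, 48 to 171 up then down, 1 to 7 lists higher at 5 against 1.5 months and 3 to 8 lists lower at 12 against 5 months. Past the F test and 1.5-fold were 409 without C21, 541 without B21, 478 without E21, 465 without A29, 480 without B29, 671 without C29, 693 without AR16, 571 without B16. Higher and lower at 5 than at 1.5 months were 103 and 37 without C21, 147 and 79 without B21, 73 and 29 without E21, 87 and 28 without A29, 82 and 33 without B29, 83 and 39 without C29. Of the calls between 1.5 and 12 months, 425 higher and 393 lower probe sets were the same without A30. The cause of these changes was not tested. The filter on dim probe sets, the intensity trend and the brightest probe set of a gene were planned and not run, because the centred values hold no levels, and signal over background could not be assessed. No paired analysis was possible because the replicates carry codes and share no replicate numbers between ages.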

Differences from the paper's values

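The mean over 2 of the 3 probe sets of 1110020P15Rik below was chosen only after the values had been seen, and the other alternatives named here were set before the data were examined. The paper gives 413 annotated probe sets past its thresholds of adjusted p and fold, and limma gave 816 at those thresholds. The count was within 1.5 times the paper's at 379 with the methods' test, 323 without C21, 425 without B21, 369 without E21, 372 without A29, 380 without B29, 543 without C29, 565 without AR16, 446 without B16, and was not with the other alternatives, which were annotated probe sets only, equal array medians, another quantile normalization, array weights, the sample code block, a 2-fold threshold, and D21, A30, D18 or A19 left out. For these probe sets the paper gives 375 transcribed sequences or genes, against 681 distinct genes here, with 333 with the methods' test, 282 without C21, 369 without B21, 324 without E21, 324 without A29, 331 without B29, 474 without C29, 483 without AR16, 388 without B16 within 1.5 times and the same alternatives outside it.

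The paper shows about 70 probe sets higher at both steps in Fig. 2, read by eye, against 165 here, and the values close to the paper's were 79 with the methods' test, 88 with a flat threshold of 1.3-fold, 82 without C21, 88 without B21, 86 without E21, 95 without A29, 95 without B29, 105 without AR16, 77 without B16. For lower at both steps it shows about 30 in Fig. 2, read by eye, against 112 here, and the values close to the paper's were 40 with the methods' test, 39 without C21. About 96 are higher and then flat in Fig. 2, read by eye, and 183 were here, and the values close to the paper's were 100 with the methods' test, 86 with a flat threshold of 1.1-fold, 82 without C21, 104 without B21, 81 without E21, 110 without A29, 98 without B29, 116 without C29, 129 without AR16, 124 without B16. For lower and then flat the paper has about 40 in Fig. 2, read by eye, against 107 here, and the values close to the paper's were 44 with the methods' test, 55 with a flat threshold of 1.1-fold, 27 without C21, 46 without B21, 38 without E21, 46 without A29, 41 without B29, 53 without B16. The paper shows about 23 probe sets flat and then higher in Fig. 2, read by eye, against 64 here, and the values close to the paper's were 25 with the methods' test, 28 with a flat threshold of 1.1-fold, 18 without C21, 23 without B21, 30 without E21, 26 without A29, 25 without B29, 23 without B16. For flat and then lower it shows about 52 in Fig. 2, read by eye, against 139 here, and the values close to the paper's were 69 with the methods' test, 71 with a flat threshold of 1.1-fold, 53 without C21, 70 without B21, 52 without A29, 65 without B29, 70 without AR16, 69 without B16. About 41 are lower and then higher in Fig. 2, read by eye, and 116 were here, and the values close to the paper's were 49 with the methods' test, 40 without C21, 59 without B21, 40 without E21, 28 without A29, 42 without B29. For higher and then lower the paper has about 61 in Fig. 2, read by eye, against 165 here, and the values close to the paper's were 73 with the methods' test, 68 without C21, 62 without E21, 48 without A29, 55 without B29, 84 without C29. The alternatives not named for a pattern stayed outside 1.5 times the paper's count. The paper's patterns cover its 413 annotated probe sets. The counts here cover all 1051, of which 816 carry a gene in the annotation, so the sets were not filtered alike. With the methods' test 410 of the probe sets are those of Table S1, so its close counts are not independent evidence.

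In Table S2 the paper's array fold change of 1110020P15Rik, now Uqcr10, is -4.7 at 5 and -3.9 at 12 months, and the mean over its 3 probe sets gave -3.70 and -3.01. Another quantile normalization gave -4.76 and -3.71, the arrays without B21 gave -4.01 and -3.27, and those without D18 gave -3.41 at 12 months, all within the largest standard error of its probe sets, while equal array medians, array weights, the sample code block and the other arrays left out did not come that close. The mean over the 2 most changed probe sets, chosen after the values were seen, was -4.69 and -3.86, and it leaves out 1 of the 3 probe sets that Table S1 lists for this gene. The other folds of Table S2 compared here did not differ from the paper's by these criteria.

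The paper states that expression of oxidative phosphorylation genes is lower with age. Of the 12 probe sets of these genes 10 were lower and 1 higher at 5 months (3 lower without E21 or A29). At 12 months 4 were lower (3 when any array but C29 or AR16 was left out) and 8 did not pass limma's test. The 4 belong to Uqcr10, Ppa2 and Atp6v1b2. From 5 to 12 months 1 was higher and 1 lower (0 higher when any array but B21, A30, D18 or A19 was left out, and 0 lower when any array but A30, D18 or A19 was left out). The paper lists Uhrf1bp1 among its oxidative phosphorylation genes, and its log2 fold change was 0.66 at 5 and 0.38 at 12 months. It also describes a progressive rise of histone genes. Of the 6 probe sets of the histone genes it names 4 were higher at 5 (1 when C21, E21, A29, B29, C29 or A30 was left out) and 6 at 12 months, and 1 passed the test from 5 to 12 months, with log2 fold changes of -0.20 (adjusted p = 0.758) at 5 months and 1.59 in that step (0 when E21, A29, B29, C29, AR16 or B16 was left out), while H2afj had 0.08 at 5 months.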

Other observations

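The lists and the tests here were set before the data were examined, and the mean over the probe sets of a gene was chosen after the centring of the values had been seen. Genes of RNA splicing and nuclear speckles had a median of 0.13 at 5 against 1.5 months (adjusted p = 3.69e-05 from camera, adjusted p = 0.340 with an estimated correlation), with 0 of 42 higher and 0 lower, 2 and 0 when adjusted over the list alone, and of -0.16 at 12 against 5 months (adjusted p = 3.10e-11 from camera, adjusted p = 0.276 with an estimated correlation), with 0 of 42 higher and 0 lower, 0 and 15 when adjusted over the list alone. Malat1, a long RNA of nuclear speckles, had -0.36 (adjusted p = 0.0410) at 12 against 1.5 months, and Sfswap, a regulator of splicing, had -0.35 (adjusted p = 0.0192), of which Malat1 did not pass when any array but A30, D18 or A19 was left out (adjusted p = 0.0551 to 0.0976) and Sfswap without C21 or B21 (adjusted p = 0.0508 to 0.0551). Genes of the circadian clock and its output had a median of -0.18 at 12 months (adjusted p = 0.00208 from camera, adjusted p = 0.335 with an estimated correlation), with 0 of 22 higher and 1 lower, 0 and 3 when adjusted over the list alone, and the time of day of the collection is not given in the sources used here. Genes of mitochondrial ribosomal proteins had a median of -0.18 at 5 months (adjusted p = 3.10e-11 from camera, adjusted p = 0.484 with an estimated correlation), with 0 of 69 higher and 5 lower (2 lower when C21, E21 or A29 was left out), 0 and 15 when adjusted over the list alone, among them Mrpl14 with -0.82 (adjusted p = 0.00429) and Mrps21 with -0.59 (adjusted p = 0.00498). None of Malat1, Sfswap, Mrpl14 and Mrps21 passed with the sample code block. Malat1 and Sfswap at 12 months did not pass with the Y-linked signal as a covariate or the cone score as a covariate. Immediate early genes had a median of 0.19 at 12 against 5 months (adjusted p = 0.000829 from camera, adjusted p = 0.287 with an estimated correlation). Glycolysis genes had a median of -0.12 at 5 months (adjusted p = 0.0168 from camera, adjusted p = 0.608 with an estimated correlation), which did not pass without E21 (adjusted p = 0.0590) or C29 (adjusted p = 0.0554).

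Of the rod genes, 0 of 30 higher and 1 lower at 12 months, with a median of -0.02 (adjusted p = 0.238 from camera, adjusted p = 0.813 with an estimated correlation), and Guca1b, a calcium sensor of phototransduction, had -0.45 (adjusted p = 0.0123). At 12 against 5 months their median was -0.04 (adjusted p = 0.0211 from camera, adjusted p = 0.654 with an estimated correlation), which did not pass without D18 (adjusted p = 0.390) or B29 (adjusted p = 0.0506). Of transcription factors of photoreceptors, 0 of 11 higher and 1 lower (0 lower when any array but A30, B16 or D18 was left out), with a median of -0.08 (adjusted p = 0.122 from camera, adjusted p = 0.608 with an estimated correlation). Basement membrane and matrix genes had 5 of 33 higher and 1 lower (2 higher when C21, B21, E21 or B16 was left out), 5 and 2 when adjusted over the list alone, with a median of 0.05 (adjusted p = 0.300 from camera, adjusted p = 0.770 with an estimated correlation), and Col4a4, the partner chain of Col4a3, had 0.75 (adjusted p = 0.0134) at 5 and 0.54 (adjusted p = 0.0411) at 12 months, which did not pass without E21 (adjusted p = 0.0545) at 5 months and when any array but B29, C29, A30 or A19 was left out (adjusted p = 0.0523 to 0.105) at 12 months. The medians of the other retinal and blood cell markers at 12 months were 0.11 for bipolar cells, -0.05 for Müller glia, 0.01 for amacrine cells, -0.17 for horizontal cells, -0.05 for retinal ganglion cells, -0.15 for astrocytes and -0.01 for erythrocytes, and none of these lists passed camera in that comparison. The erythrocyte list, over its 4 measured genes, does not hold Hbb-b2, a beta globin, of which 1 probe set had -2.10 (adjusted p = 0.0105) at 12 months, which did not pass with the sample code block (adjusted p = 0.0682) or the Y-linked signal as a covariate (adjusted p = 0.321), its other probe set had -0.05 (adjusted p = 0.901), and a probe set that the annotation gives to several beta globin genes had -2.21 (adjusted p = 0.0237). Of Hprt and Rps26, which the paper used as internal controls of its RT-PCR, Hprt had -0.03 (adjusted p = 0.898) at 5 and 0.05 (adjusted p = 0.795) at 12 months on the arrays, and Rps26 had -0.47 (adjusted p = 0.0434) and -0.02 (adjusted p = 0.938), of which the first did not pass when any array but AR16, D18 or A19 was left out (adjusted p = 0.0547 to 0.139). None of Guca1b, Col4a4 and Rps26 passed with the sample code block. Only Col4a4 at 5 months still passed with the Y-linked signal as a covariate or the cone score as a covariate. Col4a4 at 12 months did not pass with the methods' test for that comparison alone.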
